# Genome-scale identification of transcription factors that mediate an inflammatory network during breast cellular transformation

**DOI:** 10.1038/s41467-018-04406-2

**Published:** 2018-05-25

**Authors:** Zhe Ji, Lizhi He, Asaf Rotem, Andreas Janzer, Christine S. Cheng, Aviv Regev, Kevin Struhl

## Abstract

Transient activation of Src oncoprotein in non-transformed, breast epithelial cells can initiate an epigenetic switch to the stably transformed state via a positive feedback loop that involves the inflammatory transcription factors STAT3 and NF-κB. Here, we develop an experimental and computational pipeline that includes 1) a Bayesian network model (AccessTF) that accurately predicts protein-bound DNA sequence motifs based on chromatin accessibility, and 2) a scoring system (TFScore) that rank-orders transcription factors as candidates for being important for a biological process. Genetic experiments validate TFScore and suggest that more than 40 transcription factors contribute to the oncogenic state in this model. Interestingly, individual depletion of several of these factors results in similar transcriptional profiles, indicating that a complex and interconnected transcriptional network promotes a stable oncogenic state. The combined experimental and computational pipeline represents a general approach to comprehensively identify transcriptional regulators important for a biological process.

## Abstract (web summary)

Systematic analysis of the control of dynamic cellular processes remains a challenge. Here the authors introduce a pipeline enabling them to identify TFs involved in Src-induced cellular transformation, and find that a large number of TFs with diverse DNA binding specificities orchestrate the process.

## Introduction

Transcriptional regulatory proteins that bind specific DNA sequences are the major determinants for regulating gene expression programs that determine cell state and behavior^1–3^. It is therefore important to comprehensively identify the transcription factors and transcriptional regulatory circuits involved in dynamic biological processes and maintaining stable cell states. Individual experimental approaches provide specific types of information, but integration of the various datasets is necessary for comprehensive understanding. There are only a few examples in which transcription factors important for a biological process and transcriptional regulatory connections have been identified on a comprehensive basis^4–8^. None of these have been performed in the context of cellular transformation or cancer.

Transcriptional activator or repressor proteins recruit co-activator or co-repressor complexes to their target sites via protein-protein interactions, thereby altering the level of transcription by the general RNA polymerase II machinery^9^. Some co-activator and co-repressor complexes are enzymes that locally modify chromatin structure either by altering nucleosome positions, removing nucleosomes to generate accessible DNA, or modifying histones at specific residues through acetylation and methylation. Chromatin-modifying activities are important for transcriptional regulation, but they are not the major determinants of gene expression patterns due to their limited specificity for genomic DNA sequences and their widespread presence in different cell types. Nevertheless, locally altered chromatin structures represent genomic regions of transcription factor activity in vivo under the physiological conditions tested.

Accessible chromatin regions can be mapped on a genomic scale by DNase I hypersensitivity^10^ or transposon-based ATAC-seq^11^. Accessible regions are typically several hundred bp in length, and they are generated by nucleosome-remodeling complexes that are recruited by the combined action of multiple DNA-binding (and associated) proteins that bind to motifs within the accessible region. This combinatorial recruitment is critical for biological specificity, because individual sequence motifs are short and hence occur very frequently throughout large mammalian genomes simply by chance^12,13^. Many DNase I hypersensitive regions are promoters or enhancers; these are distinguished by virtue of their proximity to the transcriptional initiation site and by histone modifications (e.g., tri-methylated H3-K4)^14^.

The above considerations make it possible to use genome-scale chromatin accessibility maps to identify transcription factors that regulate gene expression programs during biological progresses. One approach is to search for sequence motifs enriched in differentially accessible chromatin regions^15,16^. However, dynamic chromatin accessibility and differential gene expression are not always correlated, and many functionally important transcription factors play a constitutive (i.e., non-regulated) role and will not be identified by this approach. More directly, genome-scale DNase I footprinting^17,18^ and transposon-based ATAC-seq^11^ can identify genomic regions protected by bound proteins. However, these footprinting maps require ~10 times more sequencing reads than hypersensitivity maps, and hence are considerably more expensive.

Transcription factors important in various biological contexts have been identified by integrating chromatin accessibility or footprinting analyses with gene expression profiles^19–21^. However, these previous integrative analyses did not comprehensively evaluate transcription factors for their role in the biological process of interest. Here, we develop an experimental and computational pipeline to comprehensively identify transcription factors and transcriptional regulatory circuits involved in a biological process. We apply this approach to an inducible model of cellular transformation in which transient activation of v-Src oncoprotein converts a non-transformed breast epithelial cell line (MCF-10A) into a stably transformed state within 24 h^22,23^. This epigenetic switch between stable non-transformed and transformed states is mediated by an inflammatory positive feedback loop involving the transcription factors NF-κB and STAT3^23,24^. A few transcriptional regulatory circuits involved in this transformation model have been identified, and these are important in some other cancer cell types and human cancers^24–27^. However, a comprehensive analysis of transcriptional circuitry involved in this or any other model of cellular transformation has not been described.

Using this approach, we show that >40 transcription factors are important for transformation in this model system. Furthermore, although these factors have different DNA-binding specificities, they can affect the expression of a common set of genes. This suggests that cellular transformation is mediated by a highly interconnected transcriptional regulatory circuit that depends on the combined inputs of many transcription factors.

## Results

### Transcriptional regulatory modules during transformation

To improve our initial transcriptional profiling analysis^22^, we reanalyzed mRNA expression profiles during the process of transformation (0, 1, 2, 4, 8, 16, and 24 h time points in the presence of tamoxifen, which induces v-Src; Fig. 1a). Approximately 700 genes are differentially expressed with >1.5-fold change consistently in two biological replicates in at least one time-point (False Discovery Rate <0.007). These genes form four coherent clusters: continuously up-regulated; early up-regulated at 2 h; intermediate up-regulated at 12 h; continuously down-regulated (Fig. 1b). Principal component analysis indicates that the transcriptional program gradually evolves during the transformation process (Fig. 1c). As expected, differentially expressed genes are enriched in pathways strongly associated with cancer progression such as the inflammatory response, cell migration, angiogenesis, regulation of apoptosis, and cell proliferation (Fig. 1d and Supplementary Fig. 1).

**Fig. 1:**
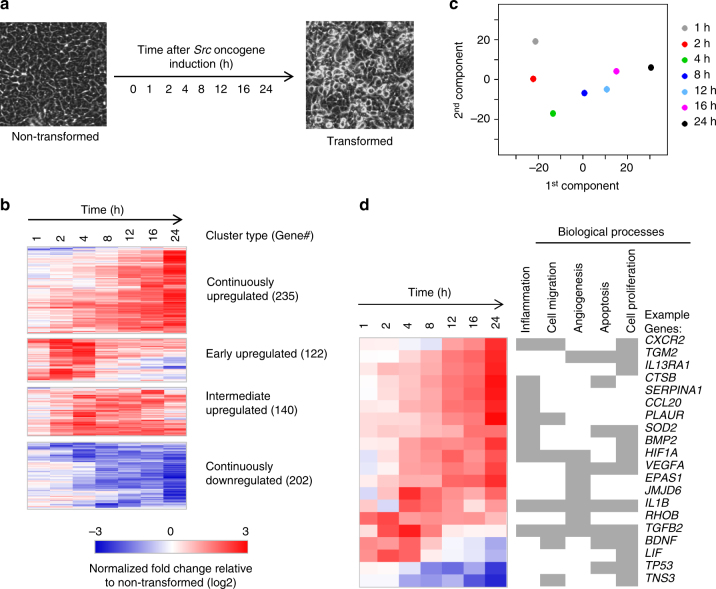
Differential gene expression during transformation. **a** Time-series of cells treated with tamoxifen for 0 h, 1 h, 2 h, 4 h, 8 h, 12 h, 16 h, and 24 h. **b** The K-mean clustering of 699 differentially expressed genes into four coherent clusters. **c** Principal component analyses of differential RNA expression profile. **d** Example genes in pathways enriched with differentially expressed genes. One gene may regulate several oncogenic processes as indicated in gray color

### Genome-scale mapping of transcriptional regulatory regions

Genome-scale mapping of DNase hypersensitive sites (DNase-seq)^10^ of cells at 0, 6, and 24 h after tamoxifen treatment reveals ~212,423 accessible regions (an example region is shown in Fig. 2a). To further classify types of such regulatory regions^14,28^, we performed ChIP-seq for 6 histone modifications at 0, 2, 12, 24, and 36 h after tamoxifen treatment (Fig. 2a). 

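MCF-10A-ER-Src cells are a non-transformed human breast epithelial line in which tamoxifen switches on a fusion of v-Src to a hormone-binding domain of the estrogen receptor. ChIP-seq pulls down chromatin with an antibody against a histone modification and sequences the DNA, so that modified regions appear as peaks of reads. For this experiment 29 samples were analysed here, 20 of replicate 1 and 9 of replicate 2. H3K27ac and H3K4me1 each had 7 samples, at 0, 2, 12 and 36 h in replicate 1 and at 0, 2 and 24 h in replicate 2. H3K4me3 had 3 samples, at 0, 2 and 24 h in replicate 2. H3K36me3, H3K27me3 and H3K9me3 had 4 samples each, at 0, 2, 12 and 36 h in replicate 1, and 24 h samples of these marks are not in the files analysed here. Only the 0 h and 2 h time points of H3K27ac and H3K4me1 therefore had 2 samples each, and every other time point of a mark had 1 sample and no replicates. The antibody field of the labels names H3K27me3 for the samples titled H3K36me3 and H3K4me3 for those titled H3K9me3. The titles and the 6 marks of the paper were followed. The authors aligned uniquely mappable reads to hg19, called peaks in each sample with MACS2 (H3K27ac, H3K4me3 and H3K4me1) or SICER (H3K36me3, H3K27me3 and H3K9me3), and deposited the peak tables, which give the pileup of fragments at the summit, the fold enrichment over the local background and its −log10 p, or an island score. Read numbers are not in the files. As a measure of depth, the lowest local background of each MACS2 table was derived from the pileup and the fold enrichment. For H3K27ac it was 2.21, 2.38, 1.1 and 1.59 fragments at 0, 2, 12 and 36 h in replicate 1 and 0.362, 0.776 and 0.767 fragments at 0, 2 and 24 h in replicate 2. For H3K4me1 it was 1.86, 0.827, 5.71 and 3.16 fragments at 0, 2, 12 and 36 h in replicate 1 and 2, 0.888 and 1.57 fragments at 0, 2 and 24 h in replicate 2. For H3K4me3 it was 0.311, 0.989 and 0.483 fragments at 0, 2 and 24 h. MACS2 adds 1 to the pileup and to the background before it divides them, so a sample with a low background gets a lower fold enrichment at the same ratio of pileup to background. From these tables, peaks with p below 1e-08 and islands with a score above 40 were taken as significant and merged over the samples of a mark. The level of a merged region in a sample was its highest fold enrichment, or its island score as a share of the sample's total score. The choices that could change the values are the cutoff, the distance at which peaks are merged, and the level, for which the pileup over the background was the alternative.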

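The DNase hypersensitive regions were not analysed here, so the overlaps of the histone marks were measured among the merged ChIP-seq regions themselves, counting an overlap from 1 bp. In the 6 H3K27ac samples whose merged peaks carry the interval ends of Supplementary Data 1 (all but 12 h of replicate 1), 23.52% of the H3K27ac regions overlapped an H3K4me3 region, the combination the paper calls active promoters. With all 7 H3K27ac samples it was 13498 of 57874 regions, or 23.32% (95% Wilson interval 22.98 to 23.67). The paper does not state that the 12 h sample was left out, which is inferred here from the interval ends. That sample alone accounted for 963 merged regions. The other 44376 H3K27ac regions had no H3K4me3 region, the active enhancer class, and 36637 of them overlapped an H3K4me1 region. Conversely, 90.84% of the 15451 H3K4me3 regions overlapped H3K27ac. H3K4me1 without H3K27ac or H3K4me3, the primed enhancer class, made up 47.82% of the H3K4me1 regions with the 6 H3K27ac samples and 47288 of 99862, or 47.35% (95% Wilson interval 47.04 to 47.66), with all 7. H3K9me3 or H3K27me3 covered 56413 merged regions, which met 8.524% of the H3K27ac regions and 11.07% of the H3K4me1 regions without the other marks. These shares have no replicate error, because the regions were merged over all samples of a mark. They depended on the samples merged, since with replicate 2 alone the share of H3K27ac regions with H3K4me3 was 33.91%. The share of H3K4me1 regions without the other marks moved most, to 64.83%, when an overlap had to cover at least 50% of the region. From such overlaps, the paper assigns open chromatin regions to promoter, enhancer or repressed classes and leaves the rest uncharacterized.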

These results indicate that 12% of the open chromatin regions are located in active promoters (H3-K27ac and H3-K4me3), 25% are in active enhancers (H3-K27ac but no H3-K4me3), 19% are in primed enhancers (H3-K4me1 but no H3-K27ac or H3-K4me3), 16% are in heterochromatin (H3-K9me3) or polycomb-repressed regions (H3-K27me3), and the remaining 28% uncharacterized based on our histone modification analysis (Fig. 2b).

**Fig. 2:**
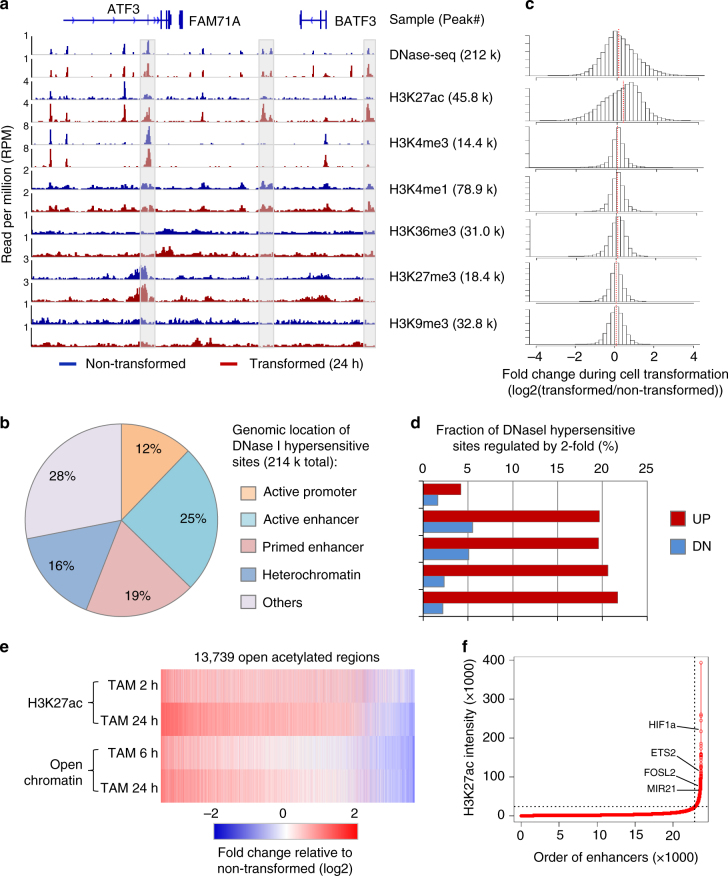
Differential chromatin accessibility and histone modification during transformation. **a** Data for the indicated chromatin features before (blue) and after (red) transformation. Total peak numbers are shown. **b** Distribution of genomic locations of DNase I hypersensitive sites (DNase-seq peaks) classified by histone modifications as active promoters (H3K4me3), active enhancers (H3K27ac), primed enhancers (H3K4me1), and heterochromatin (H3K27me3/H3K9me3). Regions without any modification were grouped as “Others”. **c** Fold change of chromatin accessibility and histone modification levels, calculated as the log2 fold change of read density in cells after 24 h of tamoxifen treatment and non-transformed cells. **d** Fraction of DNase I hypersensitive sites differentially accessible (>2-fold change) during transformation. **e** Heat map showing differential chromatin accessibility and H3K27ac in 13,739 open acetylated regions during transformation. Pearson Correlation Coefficient of fold change values of accessibility vs. acetylation = 0.36 at 24 h after tamoxifen treatment; *P* < 10^−100^. **f** Super-enhancers are identified by the sorted rank order based on H3K27ac levels at 24 h upon tamoxifen treatment. The analyses were based on the ROSE software^30–32^

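The region of Fig. 2a lies on chromosome 1 of hg19. ATF3 (ENSG00000162772, plus strand) spans 212738676 to 212794119 and BATF3 (ENSG00000123685, minus strand) spans 212859759 to 212873182. Between them the annotation used here places GARIN4 (ENSG00000162771) at 212797816 to 212800117, where the figure has FAM71A. Within 50 kb on either side of the genes, from 212688676 to 212923182, replicate 2 had 3 significant H3K27ac peaks over 4033 bp at 0 h and 10 peaks over 15999 bp at 24 h. Replicate 1 had 11 peaks over 13595 bp at 0 h, 7 peaks over 12824 bp at 12 h and 12 peaks over 21920 bp at 36 h, so that the 0 h samples of the replicates differed by more peaks than the 0 h and 36 h samples of replicate 1. At 24 h the peak with the highest fold enrichment was at 212899103 to 212902851, upstream of BATF3, with a fold enrichment of 49.73. At 0 h of the same replicate a peak at 212899568 to 212901873 had a fold enrichment of 12.92. In replicate 1 the fold enrichment there was 4.628 at 0 h, in a peak of 800 bp at 212899992 to 212900791, and 25.92 at 36 h, in a peak of 5384 bp at 212898894 to 212904277. In both replicates this peak was thus higher at the late time point. It belongs to an interval of Supplementary Data 1 at 212872216 to 212904277 that the paper lists at 24 h only and whose summed H3K27ac level rose by 3.02 on the log2 scale between 0 and 24 h in replicate 2. With the pileup over the background as the level, that rise was 2.61. H3K4me3 had 5 significant peaks at 0 h and 5 at 24 h. The highest of them, within ATF3 at 212782166 to 212783139, had a fold enrichment of 33.58 at 0 h and, at 212782089 to 212783231, 39.84 at 24 h. H3K4me1 had 16 significant peaks at 0 h and 18 at 24 h in replicate 2. H3K36me3 islands covered 63200 bp at 0 h and 12200 bp at 36 h. In the whole samples these islands covered 372.3 Mb and 146.8 Mb, so the fall was not particular to this region. H3K27me3 islands covered 127800 bp and 142200 bp at these times, and H3K9me3 islands covered 30000 bp and 35800 bp. The H3K4me3 and island values have no replicates.

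**Figure D1:**
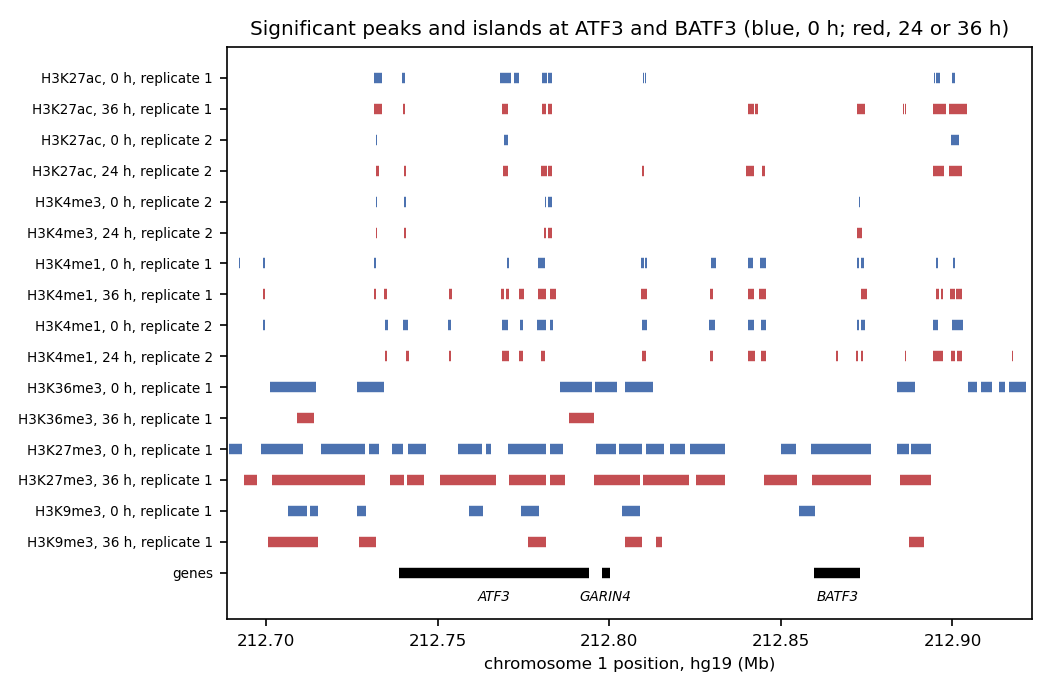
Significant peaks and islands of each sample at 0 h (blue) and at 24 or 36 h (red), drawn as bars along chromosome 1 of hg19 (Mb), 1 row per sample, with the genes as black bars. In replicate 2, H3K27ac has 3 peaks at 0 h and 10 at 24 h, while the 0 h sample of replicate 1 already has 11.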

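Peaks of the different samples of a mark that overlapped were merged and counted. H3K27ac gave 57415 merged regions from the 6 samples whose edges appear in Supplementary Data 1 and 57874 from all 7, with the 12 h sample of replicate 1 added. They covered 127.8 Mb with a median length of 1404.5 bp. H3K4me3 gave 15451 regions over 23.63 Mb and H3K4me1 99862 regions over 186.6 Mb. The broad marks covered more of the genome, in fewer regions than H3K27ac or H3K4me1 and in more than H3K4me3. There were 48047 H3K36me3 regions over 524.6 Mb, 32693 H3K27me3 regions over 554.2 Mb and 42416 H3K9me3 regions over 464.9 Mb. A merged count has no replicate error. From replicate 2 alone there were 37888 H3K27ac and 75631 H3K4me1 regions, and from replicate 1 alone 59154 and 92379. The peak cutoff moved the H3K27ac and H3K4me1 counts most, since all peaks as deposited gave 148730 and 231806 regions.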

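The levels of each merged region with a significant peak in both samples were compared as log2 fold changes. Between 0 and 24 h in replicate 2, the median log2 change of fold enrichment was 0.716 for H3K27ac (SD 0.532 over 14814 regions), 0.407 for H3K4me3 (SD 0.345 over 12993 regions) and −0.234 for H3K4me1 (SD 0.325 over 35980 regions). These SDs are over regions, and each time point had 1 sample, so the changes have no replicates. Between the replicates at 0 h, the same measure had a median of 0.0565 and an SD of 0.566 for H3K27ac and a median of 0.518 and an SD of 0.41 for H3K4me1. By fold enrichment the median change of H3K27ac was larger than the difference between the replicates at 0 h, and that of H3K4me1 was smaller. Between the replicates at 2 h the median difference was 0.393 for H3K27ac and 0.113 for H3K4me1, both smaller in size than the change at 24 h. In replicate 1 the median log2 change of H3K27ac was 0.163 at 2 h, 0.134 at 12 h and 0.328 at 36 h. For H3K36me3, H3K27me3 and H3K9me3 the last time point analysed here was 36 h of replicate 1, at which the median log2 change of the share of the island score was 0.675 (SD 0.945), 0.131 (SD 0.65) and 0.026 (SD 0.691). For H3K36me3 the total score behind the share was 11374600 at 0 h and 2243510 at 36 h. With the pileup over the background in place of fold enrichment, the median for H3K27ac at 24 h fell to 0.239 and that for H3K4me3 to 0.0347. In replicate 1 the same level gave higher H3K27ac medians, 0.2 at 2 h, 0.466 at 12 h and 0.54 at 36 h. By that level the replicates at 0 h differed by a median of 1.2 for H3K27ac, so the change at 24 h was then smaller than the difference between the replicates. That difference also holds what the samples of a replicate share, so it may overstate the spread of a change within a replicate.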

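Peaks of the 24 h H3K27ac sample of replicate 2 within the default stitching distance of ROSE were joined into 19836 regions and ranked by the sum of fold enrichment times length in bp, after the procedure of ROSE. The cutoff, where the slope of the scaled rank curve is 1, was a level of 161800, and 1151 regions lay above it. The region near HIF1A (chromosome 14, 61929815 to 62055213, hg19) ranked 15 with a level of 1034000. HIF1A itself (ENSG00000100644) starts at 62162231, and Supplementary Data 1 lists it as the closest gene. The region over MIR21 (ENSG00000199004, chromosome 17, 57901242 to 57933921) ranked 85 with a level of 633500. At ETS2 (ENSG00000157557, chromosome 21) the region from 40144330 to 40226374 ranked 259 with a level of 401500 and a further region from 40273954 to 40285458 ranked 390. At FOSL2 (ENSG00000075426, chromosome 2) the regions from 28598824 to 28632945 and from 28658130 to 28673561 ranked 393 and 429. All of them were above the cutoff. Between 0 and 24 h in replicate 2 the level over the intervals of Supplementary Data 1 rose by 1.92 on the log2 scale at HIF1A, by 1.53 at MIR21, by 1.67 and 2.3 at ETS2 and by 1.93 and 1.65 at FOSL2. The median rise over 1048 intervals of Supplementary Data 1 was 1.35 by the same level. The 24 h time point had 1 sample, so ranks and changes have no replicates. The number of regions above the 24 h cutoff moved most, to 1728, when regions merged over the 6 H3K27ac samples other than 12 h were stitched, a setting chosen after seeing the data.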

Chromatin accessibility and H3-K27ac levels are dynamically regulated during the transformation process, while the levels of various types of histone methylation are largely unchanged (Fig. 2c). 

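By fold enrichment, 29.7% of the 14814 H3K27ac regions with a peak at both times changed over 2-fold between 0 and 24 h in replicate 2 (95% Wilson interval 29 to 30.4). The value was the same, 29.7%, with regions merged from the 6 samples other than 12 h of replicate 1. Of the changed regions 4396 were up and 2 were down. In H3K4me3 3.76% of 12993 regions changed over 2-fold (interval 3.44 to 4.1) and in H3K4me1 0.995% of 35980 regions (interval 0.898 to 1.1). Between the replicates at 0 h, 7.97% of the H3K27ac regions and 12.1% of the H3K4me1 regions differed over 2-fold. Between the replicates at 2 h these shares were 17.8% and 1.28%. By fold enrichment the H3K27ac share at 24 h thus exceeded the difference between replicates at both times, and the H3K4me1 share exceeded neither. After each comparison was centred on its median, the H3K27ac share by fold enrichment was 5.49% at 24 h. It was 7.97% between the replicates at 0 h. By pileup over the background the shares were 7.18% and 9.29%. The centred share at 24 h thus did not exceed the difference between replicates. That difference also holds what the samples of a replicate share, so it may overstate the spread of a change within a replicate. H3K4me3 has no replicate to compare with. At 36 h in replicate 1 the share of changed regions was 9.62% for H3K27ac and 0.0366% for H3K4me1 by fold enrichment. By pileup over the background these shares were higher, 19.9% and 0.303%, whereas in replicate 2 the H3K27ac share at 24 h was lower by that level, 9.05%. After centring, the H3K27ac share at 36 h was 5.71% by fold enrichment and 7.96% by pileup over the background. For the marks called as islands, measured at 36 h of replicate 1 and without replicates, 39% of 11107 H3K36me3 regions, 13.5% of 17894 H3K27me3 regions and 13.8% of 18158 H3K9me3 regions changed over 2-fold in their share of the score. An island score grows with the length and the depth of an island, so these shares are not on the scale of the fold enrichment. Of the H3K36me3 regions 3878 were up and 451 down. The 36 h H3K36me3 sample had 19155 islands and a total score of 2243510, against 50843 and 11374600 at 0 h. Dividing by a smaller total raises the share of a region whose score is the same. A weaker 36 h sample was not told apart from a change of H3K36me3. The 2 h time point had 2 samples per group and was tested with limma on log2 fold enrichment. Of 12436 H3K27ac regions with a peak in all 4 samples 0 had a Benjamini-Hochberg adjusted p below 0.05 in limma (smallest adjusted p 0.999), and of 1988 H3K4me1 regions 0 did (smallest adjusted p 0.947). With the replicate number as a replicate block, taken from the labels, the counts were again 0 and 0, with smallest adjusted p in limma of 0.266 and 0.775. The deviations of replicate 1 from the mean of its group were correlated between 0 and 2 h across regions with r = 0.522 for H3K27ac and 0.0673 for H3K4me1, and regions are not independent replicates. On simulated data of the same size limma recovered 85 of 87 H3K27ac regions with a log2 change of 4. It recovered 38 of 113 with a log2 change of 2. In simulated H3K4me1 regions it recovered 102 of 102 and 96 of 98, with 11 false calls. Without the block, most simulated H3K27ac changes with a log2 of 2 were thus not detected with 2 samples per group. Smaller changes and the fit with the block were not simulated. The simulated samples also shared no deviation by replicate, so the recovery with the block is unknown. Centring the log2 changes on their median moved the H3K27ac share at 24 h most, from 29.7% to 5.49%. The share of score per island length moved the H3K36me3 share to 68.9%, or to 4.34% when it was also centred. With reference to Fig. 2c, the paper describes accessibility and H3K27ac as dynamic and histone methylation as largely unchanged.

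**Figure D2:**
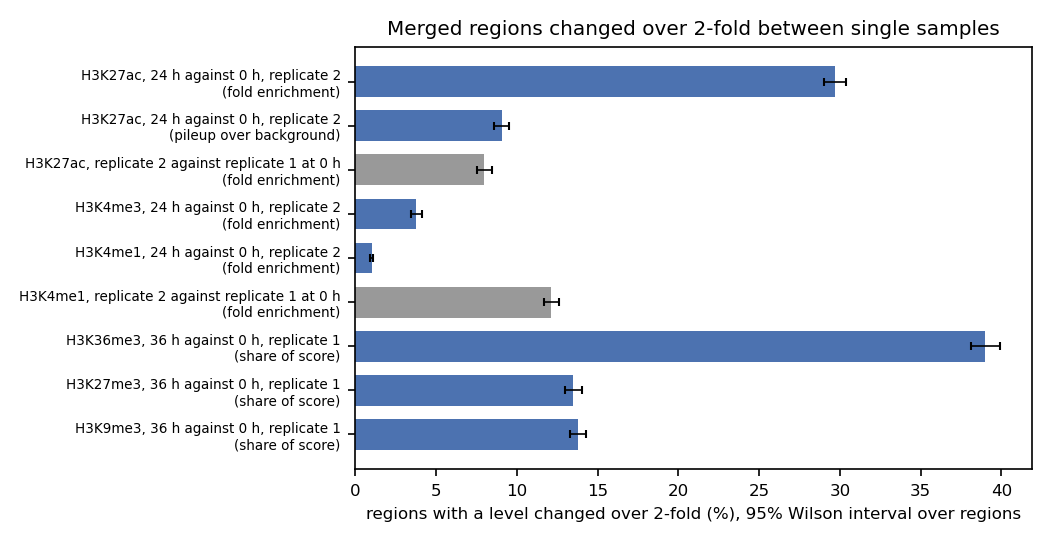
Share of merged regions (%, horizontal axis from 0) whose level differs over 2-fold between 2 samples, with 95% Wilson intervals over regions. Blue bars compare time points and grey bars compare replicates at 0 h, where 7.97% of H3K27ac and 12.1% of H3K4me1 regions differ.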

Open chromatin regions in enhancers and heterochromatin are more likely to be dynamically regulated than open regions in promoters, and 5 times as many genomic regions show increased accessibility upon transformation as opposed to decreased accessibility (Fig. 2d). Among open acetylated regions, those showing increased accessibility during transformation tend to be more acetylated (Fig. 2e). This suggests that many chromatin changes are due to increased function of transcriptional activator proteins bound at enhancers that recruit nucleosome remodeler and histone acetylase complexes.

### Super-enhancer genes are preferentially activated

Super-enhancers, previously termed dominant or local control regions^29^, are large clusters of individual enhancers that typically drive expression of genes defining cell identity^30–32^. Using the ROSE software^30–32^ and ChIP-seq data for H3-K27ac, we identified 1050 super-enhancers in at least one time point at 0, 2, and 24 h after tamoxifen treatment (Fig. 2f and Supplementary Data 1), most of which (85%) pre-exist in non-transformed cells. 

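Super-enhancers were called in the H3K27ac samples of replicate 2, the only replicate with 0, 2 and 24 h, by stitching significant peaks within the default distance of ROSE and cutting the ranked summed fold enrichment where the slope is 1. There were 499 super-enhancers at 0 h, 1268 at 2 h and 1151 at 24 h, which merged into 1476. Of these 490, or 33.2% (95% Wilson interval 30.8 to 35.6), overlapped a super-enhancer called at 0 h. The 0 h sample was the shallowest, with 20341 significant peaks against 31982 at 2 h and 34234 at 24 h, and its stitching gave 12520 regions against 18728 and 19836. With replicate 1 at 0 and 2 h there were 602 and 1250 super-enhancers and 34.5% were present at 0 h. The intervals called here overlapped 86.9% of those the paper lists, and 64.7% of those called here overlapped a listed interval. The paper's own list in Supplementary Data 1 holds 1049 intervals in the file analysed here, which the paper marks as detected at 0 h in 894, at 2 h in 817, at 24 h in 800 and at all 3 times in 645 of them. By the paper's marks 85.22% were thus detected at 0 h. Of the 155 intervals the paper does not mark at 0 h, 155 carried a significant 0 h H3K27ac peak in replicate 1 and 154 in replicate 2. Their median summed level at 0 h of replicate 2 was 50670, against 111300 for the intervals marked at 0 h. Each time point of a replicate had 1 sample. Stitching regions merged over the 6 H3K27ac samples other than 12 h and ranking them by pileup, a setting chosen after seeing the data, gave the largest shift, to 54.9% present at 0 h among 1207 super-enhancers. From the share marked at 0 h, the paper reasons that most super-enhancers exist before transformation.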

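H3K27ac over the 1049 intervals of Supplementary Data 1 was measured as the sum of fold enrichment times length of the significant peaks in each interval. Of 1048 intervals with a peak at both times in replicate 2, 939 had a level over 1.5-fold higher at 24 h than at 0 h and 0 had a level over 1.5-fold lower, with a median log2 change of 1.35 (SD 0.745 over intervals). At 2 h in the same replicate 961 were up and 0 down. In replicate 1, 439 were up and 104 down at 2 h, 134 up and 254 down at 12 h, and 335 up and 191 down at 36 h. Between the replicates at 0 h, without any treatment, 150 intervals were over 1.5-fold higher in replicate 2 and 541 over 1.5-fold lower. By summed fold enrichment the number up at 24 h exceeded both of these, and the number up at 36 h of replicate 1 did not exceed the 541. With 1 sample per time point the change has no replicates and was not tested. The intervals with the largest rise at 24 h were near CDRT7 (chromosome 17, 14638814 to 14658246, log2 change 5.803), SERPINB3 (chromosome 18, 61307277 to 61353326, 5.307), METTL9 (chromosome 16, 21609331 to 21652770, 4.692), ATP8B1 (chromosome 18, 55549297 to 55626232, 4.611) and LYN (chromosome 8, 56812077 to 56862212, 4.328). At 36 h of replicate 1 they were up by 1.335, 2.525, 4.548, 4.43 and 0.6755 in the same order. The intervals with the largest fall were near ROCK1 (chromosome 18, 18510916 to 18520330, log2 change −0.5808), ANKRD26P1 (chromosome 16, 46385826 to 46452930, −0.5292), PPP1R12B (chromosome 1, 202542457 to 202569392, −0.4639), GRHL2 (chromosome 8, 102433338 to 102490126, −0.4315) and C1orf107 (chromosome 1, 210034224 to 210071762, −0.41). The intervals near ROCK1 and ANKRD26P1 lie 17 and 24 bp from the longest assembly gap of their chromosome and have peaks in all 29 samples, so their falls may not be of H3K27ac. At 36 h of replicate 1 the log2 changes were −0.7402, −0.9771, −1.267 and −1.991 in the same order, and C1orf107 had no value. The level mattered for the counts of intervals up and down. With the pileup over the background 762 were up and 18 down at 24 h, against 499 and 156 between the replicates at 0 h. With the mean fold enrichment of the peaks 425 were up and 9 down, against 410 and 9. Between the replicates at 2 h, 737 were up by mean fold enrichment, 647 by pileup over the background and 337 by summed fold enrichment. Only the 737 exceeded the number up at 24 h by the same level. Centring the summed fold enrichment on the median change of all H3K27ac regions gave 191 up and 224 down at 24 h. Between the replicates at 0 h it gave 350 and 230, so after centring the counts at 24 h did not exceed that difference. The difference between replicates also holds what the samples of a replicate share, so it may overstate the spread of a change within a replicate. The comparison that moved the counts most was that of 12 h with 0 h in replicate 1, given above.

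**Figure D3:**
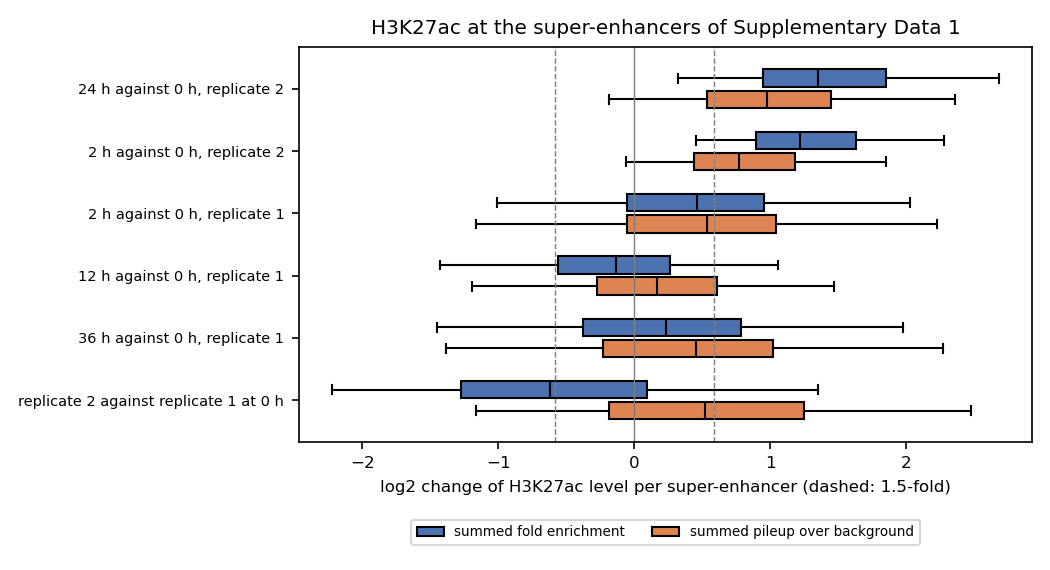
Log2 change of H3K27ac level per super-enhancer of Supplementary Data 1 between 2 samples. Boxes span the quartiles with a line at the median, whiskers reach from the 5% to the 95% quantile, blue is the summed fold enrichment, orange the summed pileup over the background, and dashed lines mark 1.5-fold. In replicate 2 the median is 1.35 at 24 h by fold enrichment and 0.975 by pileup, and between the replicates at 0 h it is −0.622 and 0.52.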

367 super-enhancers (35%) show increased acetylation levels >1.5 fold after 24 h of cell transformation, whereas only 18 showed >1.5 fold decreased acetylation (Supplementary Fig. 2a). Expression of the genes located in these activated super-enhancer regions tend to be up-regulated upon transformation (Supplementary Fig. 2b). Gene ontology analyses of genes located in the super-enhancer regions are enriched in the oncogenic pathways, such as cell migration, cell proliferation, intracellular signaling cascade, angiogenesis and gene transcription (Supplementary Fig. 3).

### Bayesian network model to predict TF binding sites in vivo

As DNase I hypersensitive regions are generated ultimately by transcription factors bound (directly or indirectly) to DNA sequences, motif analysis of these accessible regions is a straightforward approach to identify the relevant transcription factors. However, this approach involves arbitrary cut-off choices for the quality of sequence motifs, it does not distinguish between motifs at the center or edges of accessible regions, and it does not account for different levels of accessibility. Here, we describe a Bayesian Network model approach (AccessTF) that starts from all known sequence motifs in the human genome to predict protein-binding sites in vivo from DNase I hypersensitivity data. AccessTF integrates quantitative DNase I hypersensitive measurements with the following motif information: motif quality; the distance to the closest transcription start site; conservation among vertebrates (Fig. 3a, b). We define each motif to be in a bound or unbound state, with a motif more likely to be bound if located in a DNase hypersensitive region, has higher quality, higher conservation level, and is more proximal to a transcription start site (Fig. 3b). The Bayes algorithm is converged and calculates the probability that a motif is bound.

**Fig. 3:**
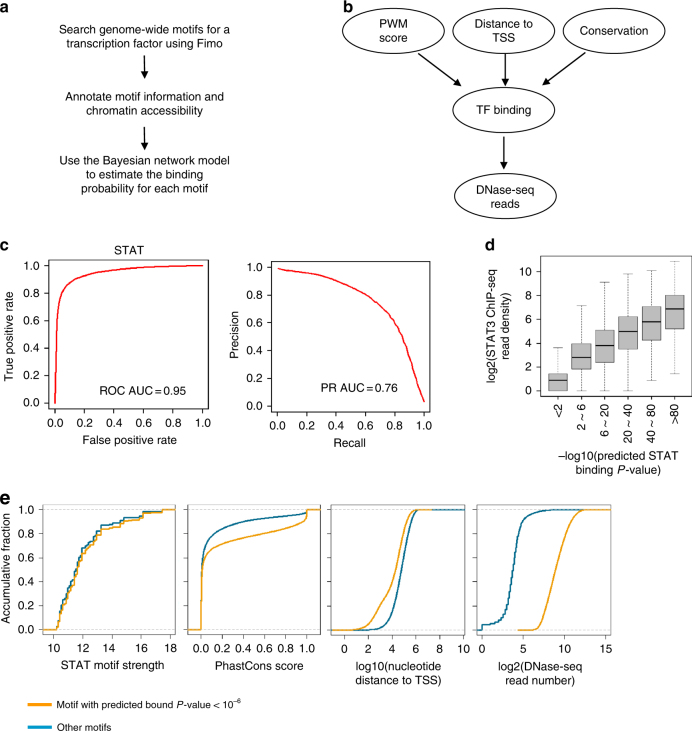
AccessTF, a Bayesian network model to identify TF binding sites. **a** Steps of computational analyses for identifying transcription factor binding sites using DNase-seq data. **b** AccessTF integrates motif strength, distance to the closest transcription start site, Phastcon conservation score and surrounding DNase-seq reads. See Methods for a detailed description. **c** Area under ROC curves (ROC AUC) and Area under Precisions-Recall Curves (PR AUC) for measuring the performance of AccessTF predicting the STAT binding status. **d** STAT motifs grouped by predicted binding probabilities and plotted against STAT3 binding levels in 400 nt region around the motifs (estimated by ChIP-seq data) after transformation. For the box plot, the bounds of the box represent the first and third quartiles and the center line represents the median. **e** Comparing features of STAT motifs with predicted bound *P*-value < 10^−6^ vs. others

We tested the performance of the algorithm on binding sites for AP-1 and STAT3, factors for which we have ChIP-seq data in the same cell line^33^. The Area Under ROC Curve (ROC AUC) is >0.95 for both factors, the Area Under Precision-Recall Curve (PR AUC) is 0.76 for STAT3 and 0.86 for AP-1 (Fig. 3c and Supplementary Fig. 4c), and the predicted motif binding probability increases in accord with the factor binding level (Fig. 3d and Supplementary Fig. 4b). As expected, DNase I hypersensitivity around the motif is the major parameter for distinguishing bound vs. unbound motifs, although motif information adds some power to the prediction (Fig. 3e and Supplementary Fig. 4c). For the factors tested, the quality of the sequence motif makes a minimal contribution. As further validation of the algorithm, we performed a similar analysis in K562 cells using a DNase-seq dataset (for predictions) and ChIP-seq datasets for many transcription factors (for testing) obtained by the ENCODE consortium^34^ (Supplementary Fig. 5). For many factors, the AUC curves were >0.9 and the PR AUC were >0.75, indicative of high performance. Some factors had lower AUC values (0.75–0.85), probably because these factors can bind sites that are not in open chromatin regions. Thus, the algorithm performs well to identify experimentally determined binding sites.

We then applied AccessTF to identify putative in vivo binding sites for all factors with PWM annotated by MotifDB^35^. Given the accuracy of the predictions, we expect that the vast majority of predicted sites are bound by their cognate factors in vivo under the conditions tested. However, this motif analysis does not distinguish among individual members of multi-protein families that recognize a common sequence motif (e.g., AP-1).

### Predicting TFs that regulate chromatin and expression

To identify transcription factors important for the cellular transformation, we examined the relative contribution of factor binding motifs, identified above, to differential chromatin accessibility and to their enrichment in promoters/enhancers of differentially expressed gene clusters. Open chromatin regions containing AP-1, NRF/MAF, STAT, and CEBP motifs are more likely to have increased accessibility during cell transformation, as compared to other open chromatin regions (Wilcoxon Rank Sum Test *p*-value < 10^−40^) (Supplementary Fig. 6a). Those motifs are also enriched in promoters/enhancers of differentially expressed gene clusters (Supplementary Fig. 6b). Interestingly, these motifs are associated both with genes that are continuously up-regulated and continuously down-regulated during transformation. Such locus-specific effects on transcriptional factor function are typically due to functional interactions with other factors that differentially bind the relevant genomic regions.

On the other hand, chromatin regions with CTCF and NFI motifs tend to show less accessibility (Wilcoxon Rank Sum Test *p*-value < 10^−40^) (Supplementary Fig. 6c). Open chromatin regions with CTCF or NFI motifs and without AP-1, NRF/MAF, STAT, or CEBP motifs are even more likely to have decreased accessibility (Supplementary Fig. 6c). It is unclear whether such decreased accessibility reflects decreased activator function and hence decreased recruitment of the nucleosome remodelers or increased recruitment of transcriptional co-repressors (e.g., histone deacetylases) that inhibit the association and/or function of the remodelers.

### TFScore to predict TFs important for transformation

We developed a score schema (TFScore) to rank transcription factors in terms of their likelihood of being important for transformation. TFScore is based on 4 criteria (Fig. 4a): 1) higher motif enrichment in promoters/enhancers of the differentially expressed gene clusters (Fig. 1b); 2) higher motif occurrences in chromatin regions showing increased accessibility at 6 and 24 h after tamoxifen treatment (Fig. 2e); 3) up-regulation of the factor during cell transformation; 4) higher relative expression level of an individual factor of a given transcription factor family that recognize a common sequence motif. The latter two criteria were used to distinguish the contributions of the various factors with similar DNA-binding specificities, based on the idea that factors expressed at higher levels and/or up-regulated are more likely to be important for transformation. The resulting rank-ordered list of transcription factors (Fig. 4b and Supplementary Data 2) reveals known regulators STAT3 and NF-κb near the top of the list and an unexpectedly large cohort of transcriptional regulators as potentially being important for the oncogenic transformation. 

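The genes of the super-enhancers were taken from the columns of Supplementary Data 1 that list overlapping, proximal and closest genes for each interval, 2570 symbols in all. Of the first 50 factors of Supplementary Data 2, 24 (48%, 95% exact interval 33.7 to 62.6) were among them, against the share of 10% that the paper states (exact binomial test, p = 8.87e-12). The test treats the factors as independent. The annotation holds 20176 protein-coding genes, of which 20146 were counted here. Of these, 7.26% overlapped an interval and 9.73% were listed by symbol in any of the columns. Among the 24 factors, JUNB (ENSG00000171223) lies on chromosome 19 of hg19 in an interval from 12885124 to 12918241 whose H3K27ac level rose by 1.7 on the log2 scale between 0 and 24 h in replicate 2 (no replicates). STAT3 (ENSG00000168610, chromosome 17, interval 40538700 to 40582483) rose by 2.05, NFE2L2 (chromosome 2, 178104691 to 178148841) by 2.72 and BHLHE40 (chromosome 3, 5017496 to 5069897) by 2.28. The median rise over 1048 intervals of Supplementary Data 1 was 1.35 by the same level, so a rise was not particular to these factors. The highest-ranked stitched region in the STAT3 interval had rank 1958 at 24 h, below the cutoff. Those of JUNB, NFE2L2 and BHLHE40 lay above it. The smallest rise among the intervals of these factors was 0.471 at MAFF (chromosome 22, 38613417 to 38636061). The lowest number was 18 of 50 (exact binomial test, p = 7.60e-07). It came from counting only genes listed as overlapping an interval, and also from using only intervals called as super-enhancers here. From the excess over the share of all genes, the paper takes the location of these factors as a sign of their functional importance.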

Although only ~10% of human protein-coding genes are present in super-enhancer regions, 24 out of the top 50 TFScore-predicted transcriptional factors are located in super-enhancer regions (Fig. 4b and Supplementary Data 2), which is highly significant (Binomial Test *P*-value < 10^−8^) and suggestive of their functional importance.

**Fig. 4:**
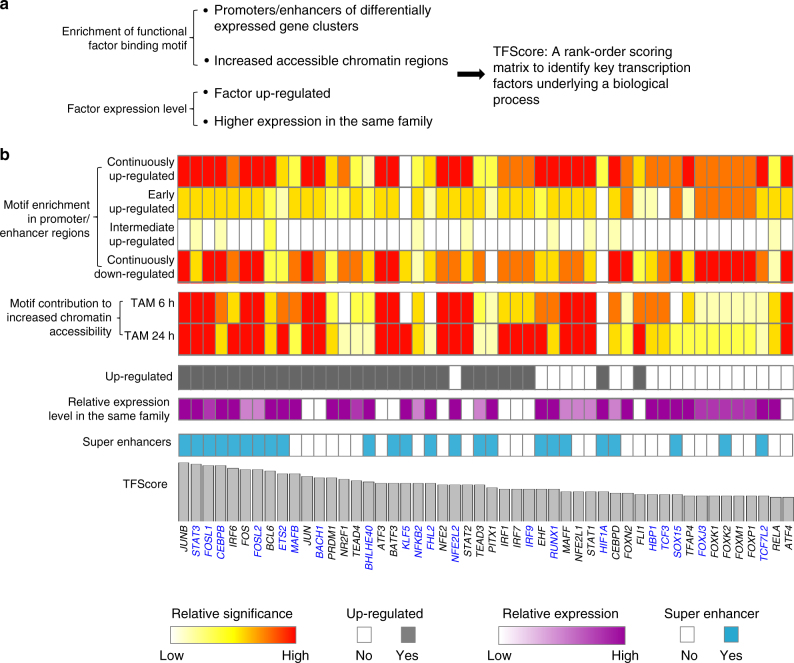
Identifying transcription factors important for transformation. **a** Criteria for TFScore. See Methods for a detailed description. **b** Rank order of transcription factors potentially playing important regulatory roles during cell transformation, based on TFScores (top 50 are shown). For each transcription factor, the relative contribution of 4 criteria to TFScore, and annotated super-enhancer genes are shown. The 20 genes used for validation by siRNA knockdowns (Fig. 5) are shown in blue

### Many TFScore-predicted TFs are important for transformation

To validate the functional importance of the predicted transcription factors, we genetically inhibited expression of their genes via siRNAs and tested the resulting cells for their ability to grow under conditions of low attachment^36^, a property of transformed cells. We randomly selected 20 of the top 50 candidate transcription factors predicted by TFScore, and as determined by mRNA levels, we obtained knockdown efficiencies of >60% (Fig. 5a). Of the 20 knockdowns tested, 17 resulted in >20% inhibition of cellular transformation and 19 resulted in >15% inhibition (Fig. 5b), indicating that the corresponding transcription factors are important for transformation. These factors include the expected STAT3 and NFKB2, but they also include FOSL1, FOSL2, CEBPB, ETS2, MAFB, BHLHE50, KLF5, FHL2, NFE2L2, IRF9, HIF1A, HBP1, TCF3, SOX15, and TCF7L2. As negative controls, knockdowns of 6 factors (FOXC1, SOX4, ATF2, ATF3, SMAD4, and TP53) with middle or low TFScores did not significantly affect cell transformation efficiencies. Thus, TFScore predicts transcription factors that are important for cellular transformation with very good accuracy with *P-*value < 0.0005 (Fisher’s Exact Test comparing top candidate factors vs. negative controls). Some of these (TCF7L2, HIF1A, NFKB2, SOX15, FHL2, and BHLHE40) do not show high enrichment of binding sites in accessible chromatin regions that are dynamically regulated. These results indicate a surprisingly large number of factors are important for the process of cellular transformation in our model.

**Fig. 5:**
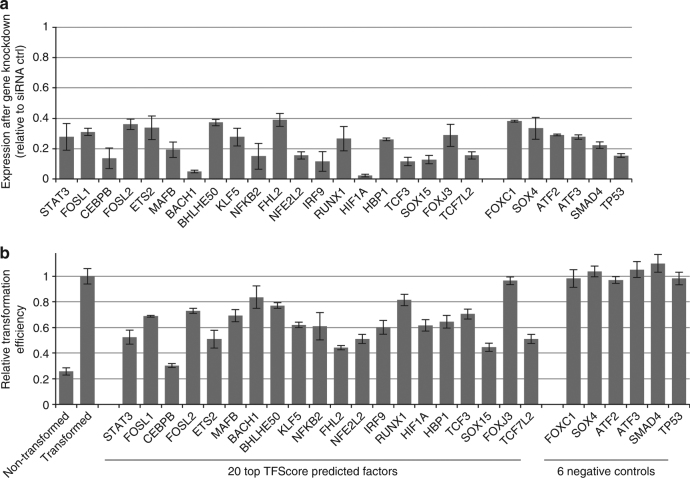
TFScore-predicted transcription factors are important for transformation. **a** siRNA knockdown efficiencies of the indicated transcription factors as compared to siRNA controls. **b** Relative transformation efficiency of the indicated transcription factors as determined by their ability to grown under low attachment conditions

### TFs important for transformation co-regulate common genes

To examine the effects of individual factors on gene expression, we performed transcriptional profiling (RNA-seq) by using siRNAs to individually knockdown expression of 6 transcription factors (CEBPB, NFE2L2, FOSL1, FOSL2, SOX15, and TCF7L2). When normalized to a control knockdown experiment, 2576 genes show over 2-fold differential expression upon at least one factor knockdown. Remarkably, the transcriptome-scale gene expression patterns in these 6 knockdowns are quite similar, even though the factors have different DNA-binding specificities (Fig. 6a). Knockdowns of FOSL1 and FOSL2 show the most similar gene transcriptional response as compared to other knockdowns, indicating redundancy of transcription factors in the same family (Fig. 6a). For the 6 factors tested, 1428 genes (14% of the total expressed genes) are commonly down-regulated, whereas 87 (0.8% of the total expressed genes) are commonly up-regulated. The similarities in the gene expression profiles for these 6 knockdown experiments are far above random expectation (Fig. 6b). In accord with the relevance of these transcription factors to transformation, the 1428 genes commonly down-regulated upon knockdown are more likely to be up-regulated during transformation, whereas the 87 genes commonly up-regulated upon knockdown are more likely to be down-regulated during transformation (Fig. 6c).

**Fig. 6:**
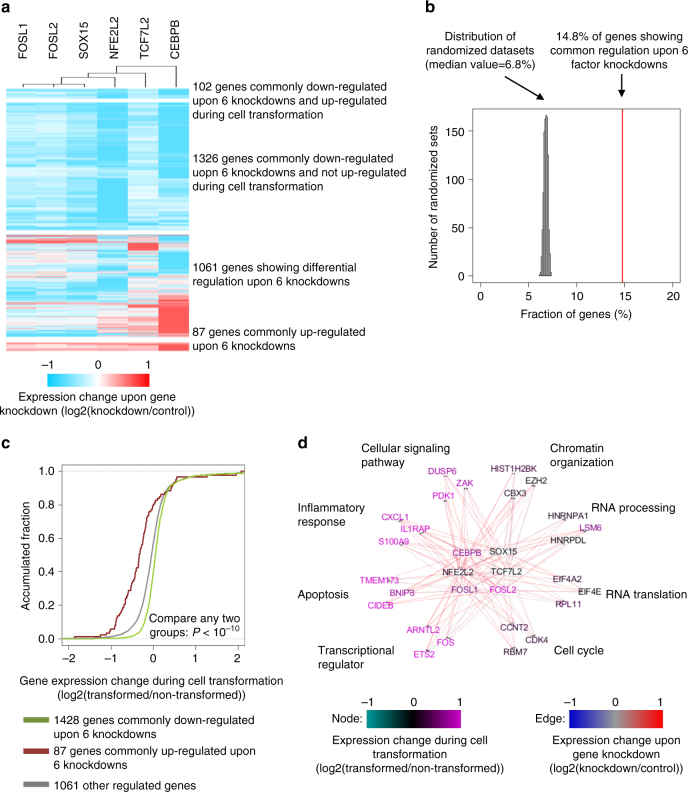
Gene expression network mediated by transcriptional regulators. **a** Genes showing significant differential gene expression upon factor knockdowns, with 2-fold differential expression in at least one knockdown. **b** Fraction of expressed genes showing consistent up- or down-regulation upon 6 factor knockdowns compared to those obtained by randomizing each column of the datasets. **c** Dynamic regulation of gene expression of gene groups in **a** during transformation. The cumulative distribution function fold changes values (log2(transformed/non-transformed)) is plotted. **d** The gene transcription network mediated by the transcription factors. The edges represent direct factor binding sites in promoters/enhancers of targeted genes. For each pathway, 3 randomly picked genes are shown

Only 102 (7.1%) of the 1428 genes that are commonly down-regulated upon these factor knockdowns are induced >1.5 fold during cell transformation (Fig. 6a). Those genes encode important regulators of inflammatory response, cellular signaling pathways, and apoptosis (Fig. 6d). For each of these 102 inducible genes, the AccessTF-predicted binding sites in the corresponding promoter/enhancer regions provide strong evidence for which of the 6 factors directly interact with the DNA and affect transcription of the gene (on average, 4.6 AccessTF-predicted binding sites per gene). These enhancers and promoters typically lack one or more motifs, and hence direct binding sites, for transcription factors that nevertheless influence transcription of the gene. Such “non-directly-bound” transcription factors could associate with the promoter/enhancer via protein-protein interactions with other factors directly bound to a different motif. Alternatively, they may indirectly affect transcription of a given gene via effects on other genes that contribute to the cell state.

We performed similar analyses for the remaining 1326 genes that are commonly down-regulated upon factor knockdowns, but are not differentially expressed during cell transformation. Gene ontology analyses show that these genes encode proteins enriched in functions such as RNA processing, cell cycle, RNA translation, and chromatin modification (Fig. 6d and Supplementary Fig. 7). Compared to inducible genes during transformation, these non-regulated genes are less likely to be direct targets of six factors with 3.2 AccessTF-predicted binding sites per gene (Wilcoxon Rank Sum Test *P-*value < 10^−12^). Interestingly, some transcription factors functionally important for cell transformation (HIF1A, ETS2, and FOS) are also common targets.

### Functional TFs and target genes are co-expressed in patients

Using RNA-seq for the Human Cancer Cell Atlas (TCGA) database, we examined the expression of functional transcription factors and target genes learned from our cellular transformation model in breast cancer patients^37^. Expression of the top 50 TFScore-predicted functional transcription factors in Fig. 4b are positively correlated among 1182 patient samples compared to randomly sampled genes (Fig. 7a). Similarly, the 102 genes that are up-regulated during cell transformation and are consistently down-regulated upon 6 factor knockdowns, show significant positive expression correlation in patient samples as compared to randomly sampled genes (Fig. 7b). In addition, the transcription factors (Fig. 7c) and target genes (Fig. 7d) identified here tend to have higher expression levels in triple negative breast cancers, as compared to ER-positive breast cancers. Consistent with previous analyses of individual regulatory circuits in our transformation model^24–27^, these data indicate that the functional transcriptional network identified in our cellular transformation model is relevant in human cancer.

**Fig. 7:**
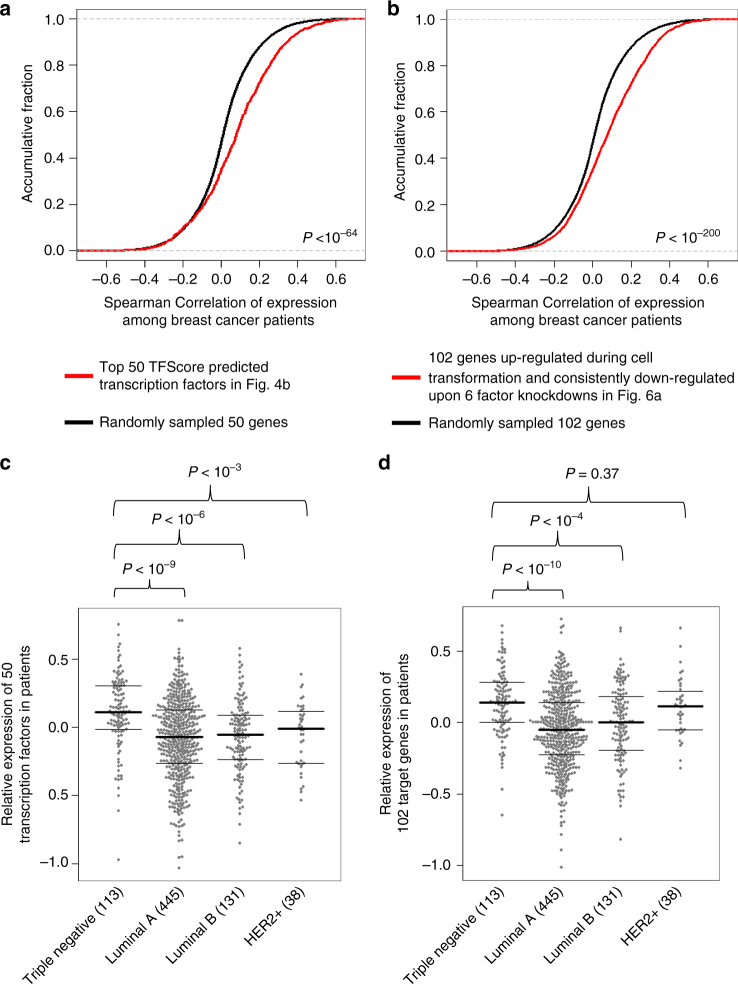
Expression of TFs and targets in 1182 breast cancer patient samples. **a** The Spearman’s correlation of expression levels of top 50 TFScore predicted transcription factors in Fig. 4b. We randomly picked 50 expressed transcription factors and calculated their correlation values as the background distribution. The Wilcoxon Rank Sum test *P*-value is shown. **b** The Spearman’s Correlation of expression levels of 102 genes up-regulated during cell transformation and consistently down-regulated upon 6 factor knockdowns in Fig. 5a. We randomly picked 102 expressed genes and calculated their correlation values as the background distribution. The Wilcoxon Rank Sum test *P*-value is shown. **c** Relative expression of top 50 TFScore predicted transcription factor in indicated breast cancer subtypes. The numbers of patient samples were shown in parentheses, and the Wilcoxon Rank Sum test *P*-values comparing different groups are shown. **d** Relative expression of 102 target genes in indicated breast cancer subtypes. The numbers of patient samples were shown in parentheses, and the Wilcoxon Rank Sum test *P*-values comparing different groups are shown

## Discussion

We describe a combined experimental and computational approach to comprehensively identify transcription factors that are important for mediating dynamic changes in gene expression between two physiological states. Experimentally, this approach combines genome-scale mapping of accessible chromatin regions via DNase I hypersensitivity, histone modifications, and transcriptional profiling. Although DNase I hypersensitive regions represent a functional assay for transcription factors bound to these regions, they do not directly identify motifs or other sequences bound by proteins in vivo. Instead, bound motifs, and hence the cognate proteins, are inferred. In contrast, genome-scale, DNase I footprinting directly identifies sequences bound by proteins in vivo^38–41^. However, while individual sequence reads contribute directly to the identification of DNase hypersensitive regions, numerous sequence reads are necessary to identify underrepresented regions of DNase I cleavage that define DNase footprints. As such, footprinting methods require much higher (~10 times more) sequencing depth and hence are considerably more expensive, especially for experiments involving multiple samples.

Computationally, we first developed a Bayesian network model, AccessTF, to predict protein-binding sites in vivo in which information about all known DNA sequence motifs is combined with quantitative measurements of DNase I hypersensitivity centered on the motifs. This approach is advantageous over standard motif analyses of accessible regions. It does not involve arbitrary cut-offs for quality of sequence motifs, it accounts for where the motif is located within the accessible region, it accounts for the level of chromatin accessibility, and it yields binding probabilities for each motif. Most importantly, validation using in vivo binding for multiple transcription factors (ChIP-seq data) yields high ROC and PR AUC values for predictions of AccessTF. Of course, any motif- or footprint-based approach cannot identify transcription factors that directly associate with target sites but instead are recruited to such sites via interactions with factors directly bound to the motif.

Secondly, we develop a novel scoring system, TFScore, to identify key transcriptional regulators by integrating the AccessTF-predicted binding sites with four layers of functional information. This integrative approach provides more powerful predictions and identifies more functional regulators, and it doesn’t require a factor to meet all four criteria. TFScore yields a rank-ordered list of transcription factors that are predicted to be important for the process of interest. Experimental validation using siRNA-knockdowns indicates that most of the top 50 factors on the list are important for transformation, in contrast to all 6 factors tested with low TFScores. This high validation rate suggests that the computational pipeline should be generally applicable to identify key transcriptional regulators in other biological processes.

In principle, our integrated computational analysis is comprehensive and loosely analogous to a genetic screen, because it gives each known transcription factor a score that predicts its relative importance in transformation. Transcription factors important for cellular transformation have also been identified on a genomic scale by screening shRNA or CRISPR libraries^42,43^. This genetic approach does not identify physiological target sites or transcriptional regulatory circuits, but the identified genes are not restricted to DNA-binding transcription factors. As such, these approaches are complementary.

Our results indicate that numerous transcription factors play a functional role in transformation in a single experimental model. Extrapolation of the result that 85% of the top 50 factors (17 out of 20 tested) affect transformation suggests the involvement of at least 40 transcription factors in over 20 protein families in this oncogenic model. Moreover, it is likely that additional factors further down the list will also be important, although we have not experimentally determined false discovery rates throughout the list. Some factors identified (e.g., NF-κB, STAT3, FOS) are known to be involved for transformation in our model, others (e.g., CEBPB, HIF1a, ETS2, FHL2, TCF7L2, and NFE2L2) have been described as oncogenes in other settings, and some proteins **(**BHLHE40 and MAFB**)** have not been well linked to cancer. Transformation in other cellular models also involves many transcription factors, although not necessarily the same set identified here^42,43^. Similarly, we hypothesize that many transcription factors will play a functional role in individual human cancers, even if only a small number of them are oncogenic drivers. The involvement of numerous transcription factors in a dynamic gene expression program has been observed in dendritic cells responding to pathogens^4,5^, differentiation of Th17 cells^6,7^, and hematopoiesis^8^

An important observation arising from the siRNA knockdown experiments is that the 6 factors tested affect the expression of a common group of genes. It seems likely that many of the 11 other factors validated to affect transformation will behave in a similar manner. And more broadly, as the 17 factors shown to be important for transformation were selected from and distributed among the top 50 factors, it seems likely that many of them will affect the common group of genes. This would seem to be surprising because the factors recognize different motifs, and different genes within the common group have different combinations and organizations of motifs. However, similar results have been observed in other biological processes^44–46^.

Previously, we described the transformation process in our model as an epigenetic switch from a stable non-transformed state to a stable transformed state mediated by an inflammatory feedback loop^23,24^. This epigenetic switch between stable cell states is analogous to what occurs in cellular differentiation and formation of distinct and stable cell types from a common progenitor^1–3^. A similar epigenetic switch involving an inflammatory feedback loop occurs in a liver cell model of transformation^47^. STAT3 is a critical player in both epigenetic switches, but otherwise the described pathways involved different genes. In both cases, a molecular pathway involving a small number of genes was described.

The comprehensive analysis presented here suggests that this feedback loop is much more extensive, involving numerous transcription factors that control a large and common set of genes. These genes not only include those induced during the cellular transformation process, but also many genes that are constitutively expressed yet are affected in a common fashion by these factors. In this regard, the set of genes induced by a given environmental stress is not well conserved across yeast species, whereas the overall category of genes is highly conserved^48^. By analogy with stable developmental states, we suggest that the critical transcription factors form a stable regulatory loop for each other’s expression, thereby leading to a common set of target genes. In this view, transient induction of Src leads to changes in transcription factor activity or levels, and the altered state of transcription factors is self-reinforcing, leading to a new and stable state of gene expression.

Cancer occurs primarily as a consequence of somatic mutations and DNA methylation of tumor suppressor genes, and every cancer is genetically and epigenetically distinct. As such, an epigenetically stable cancer state is presumably not derived from evolutionary selection, but rather reflects a natural state of the wild-type organism. The simplest view is that this natural state represents a de-differentiated state in early development, where rapid growth is important. Thus, we suggest that the regulatory loop that is critical to maintain the stable transformed state in our model is not generated de novo, but rather reflects the induction of a natural de-differentiated, rapid-growth state by a transient inflammatory stimulus.

## Methods

### Cell culture and cell transformation assays

MCF-10A-ER-Src cells were cultured in DMEM/F12 medium with the supplements as previously described^22,23^. Tamoxifen (TAM, Sigma, H7904) 0.4 mM for 24 h was used to transform this inducible cell line when the cells were grown to 30% confluence. The transformation assay that measures growth under low attachment conditions has been described previously^36^.

### Chromatin immunoprecipitation sequence

ChIP was performed as described previously^33^ with some modifications. Cells were treated with ethanol or tamoxifen (1 µM) for 24 h and then cross-linked using ethylene glycol bis (succinimidyl succinate) (EGS), disuccinimidyl glutarate (DSG) and disuccinimidyl suberate (DSS) mixture (2.5 µM each) for 45 min at room temperature. After this initial crosslinking, cells were further fixed using 1% formaldehyde for 20 min at room temperature and then quenched by glycine (0.125 M). Chromatin in sonication buffer (50 mM HEPES, pH7.5, 140 mM NaCl, 2 mM EDTA, 2 mM EGTA, 1% Triton-100, and 0.4% SDS) was sheared using Branson Microtip Sonifier 450 (12 cycles of 15 s at a sonication setting of output 4 and duty cycle 60%) to a size mostly between 100–150 bp. The sonicated chromatin solution was diluted to 0.085% SDS and immunoprecipitated with antibodies against H3K4me3 (ab8580), H3K27ac (ab4729), H3K4me1 (ab8895), H3K36me3 (ab9050), H3K27me3 (ab6002), and H3K9me3 (ab8898). Immunoprecipitated chromatin was decrosslinked using RNase Cocktail (Ambion, AM2286) and Pronase (Roche, 10165921001). ChIP DNA was end repaired, addition of “A” and adapters ligation and PCR amplification to produce ChIP-seq libraries. The DNA concentration was measured by Bioanalyzer before sequencing using Hiseq 2000 at the Bauer Core Facility, Harvard.

### DNase-seq

The procedures for DNase treatment of chromatin and library preparation have been described previously^10^.

### siRNA transfection and qPCR

Cells were seeded for 24 h and then transfected with siRNAs, 50 nM (Dharmacon) and Lipofectamine RNAiMax (Life Technologies). siRNA sequences were in Supplementary Data 3. After 24 h, cells were split and treated with either ethanol or Tamoxifen (0.4 µM, Sigma-Aldrich, H7904) plus AZD0530 (0.4 nM, Selleck Chemicals, S1006) for 24 h. Total RNA was isolated using mRNeasy Mini Kit (Qiagen, No. 217004). Two microgram RNA was used for SYBR Green based. Primers were listed in Supplementary Data 4.

### RNA-seq library preparation

Briefly, RNA was extracted using mRNeasy Mini Kit following the manufacturer’s instruction. RNA-seq libraries were prepared using TruSeq Ribo Profile Mammalian Kit (Illumina, RPHMR12126) as per manufacturer’s instruction. RNA-seq libraries were sequenced by Bauer Core Facility using Hiseq 2000.

### Analyses of time-series of mRNA expression data

We profiled mRNA expression profiles using Affymetrix Human U133 2.0 A expression arrays, at 0 h, 1 h, 2 h, 4 h, 8 h, 12 h, 16 h, and 24 h upon *Src* oncogene induction with two biological replicates at each time point (GSE17941)^22^. The gene expression values were calculated by the RMA approach using Affymetrix Expression Console Software. We used MAS5 algorithm to estimate whether a gene is expressed in a sample and required the genes should be expressed in two biological replicates. Differently expressed genes were selected using the cutoff >1.5 fold change consistently in two biological replicates as compared to control in at least one time point during cell transformation. To test the validity of the cutoff, we randomized the fold-change values across genes 100,000 times, and applied the cutoff to estimate the false discovery rate (FDR) for differentially expressed genes as <7 × 10^−3^. The expression values were then mean-normalized and standardized. We used *K*-mean clustering to group differentially expressed genes into four coherent clusters, with median Pearson Correlation values >0.7 of genes in each cluster.

### DNase-seq and ChIP-seq data analyses

Raw Fastq reads were aligned to human reference genome (hg19) using Bowtie^49^ allowing up to 2 mismatches. Only the uniquely mappable reads were used for subsequent analyses. For DNase-seq data, we used MACS^50^ to call peaks with the cutoff *P*-value < 10^−11^ in at least one sample and using the following parameters “macs2 callpeak --llocal 1000000 -g 2.7e9”. For ChIP-seq data for H3K27ac, H3K4me3, and H3K4me1, we used MACS^50^ to call peaks with the cutoff *P*-value < 10^−8^ in at least one sample and using the following parameters “macs2 callpeak --llocal 1000000 -g 2.7e9”. 

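The deposited tables of these marks hold more peaks than pass this cutoff. In H3K27ac between 33646 and 107778 peaks were listed per sample and between 20341 and 47345 had p below 1e-08. In H3K4me3 between 15117 and 19794 were listed and between 13864 and 14883 passed. In H3K4me1 between 39989 and 193555 were listed, and 5201 and 14543 passed in the 2 h samples of replicates 1 and 2, against 31219 to 86811 in the other samples. A table lists a peak's fold enrichment, which had a median between 6.229 and 9.583 over the significant H3K27ac peaks of a sample, between 22.66 and 33.56 for H3K4me3 and between 4.203 and 6.337 for H3K4me1.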

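The island tables of these marks held between 19155 and 50843 H3K36me3 islands, between 36308 and 48120 H3K27me3 islands and between 33575 and 41660 H3K9me3 islands per sample. The number each table gives for an island was read as the SICER score, and islands with a score above 40 were kept. The methods name 40 as an E-value, so this score cutoff may differ from theirs. The lowest score of a table ranged from 35.51 to 56.3, so between 87.94% and 100% of its islands were kept. The kept islands covered between 146.8 and 372.3 Mb per sample in H3K36me3, between 368.6 and 449.9 Mb in H3K27me3 and between 245 and 363.4 Mb in H3K9me3.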

For ChIP-seq for H3K27me3, H3K9me3 and H3K36me3, we used SICER^51^ to call peaks with the cutoff *E*-value >40, window size 200 bp and gap size 600 bp, which is better for identifying broad read peaks. 

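The ends of merged regions show which H3K27ac samples entered such a merge. When the significant peaks of the 6 samples other than 12 h of replicate 1 were merged, all 1049 starts and all 1049 ends of the intervals in Supplementary Data 1 were starts and ends of merged regions. With all 7 samples 1008 starts and 1000 ends were, and with any other sample left out between 630 and 1001 starts were. With all peaks as deposited in the same 6 samples 837 starts were found and with p below 1e-12 826. The paper does not state that the 12 h sample was left out, so this is an inference from the interval ends. The 12 h sample had 33904 significant peaks, of which 97.16% overlapped a significant peak of another H3K27ac sample. Its peaks added 963 merged regions of their own. The merge without it gave 57415 regions and the merge with it 57874.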

Then for each data type, we merged overlapping significant peaks from samples in different time points. 

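Values in RPM need the aligned reads, which are not in the files analysed here, so the level of a merged region was taken from the peak tables. Between the replicates at 0 h, the log2 levels of 13342 H3K27ac regions with a peak in both differed with an SD of 0.566 by fold enrichment and 0.587 by pileup over the background. Their medians differed by 0.0565 and 1.2, so a comparison of the pileup over the background between replicates holds a shift of all regions unless it is centred on the median. For 20905 H3K4me1 regions the SDs were 0.41 and 0.433.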

For each merged peak, its expression level in a sample was measured by the Reads per Million (RPM) value.

### Bayesian network model to identify potential functional TFBS

To identify potential functional TFBS, we considered transcription factors with annotated Position weight matrix (PWM) in human, mouse and rate defined by MotifDB^35^. Based on those PWM, we used FIMO^52^ to search potential TFBS in human genome (hg19) with default cutoff *E*-value < 10^−4^.

For each potential TFBS *i* in the genome, its binding status is a hidden variable, either bound (*b*_*i*_ = 1) or unbound (*b*_*i*_ = 0). To estimate the binding probability, we hypothesized that a motif is more likely to be functional and bound by the factor, if it is closer to a transcription start site (TSS), show higher conservation during evolution, is more similar to the consensus sequence (higher PWM score) and is located more accessible chromatin regions. For each TFBS, we calculated its distance to the closest TSS defined by refSeq (TSS_dist_*i*_), normalized as *d*_*i*_ *=* 1/(1 *+* TSS_dist_*i*_/1000). The PWM score is calculated based on Fimo Score, as *f*_*i*_ *=* (Fimo_Score_*i*_-10)/10. We used the averaged PhastCons^53^ score across 44 placental mammals to measure its conservation level as *c*_*i*_. During our analyses, we found motifs located at edges of or close to DNase-seq peaks are less likely to be bound (as determined by ChiP-seq), and can cause false positives in prediction. So, we calculated the number of DNase-seq reads 200 bp upstream and downstream a motif, respectively, and picked the lower number to represent the chromatin accessibility. We used the Bayesian Network Model (Table 1) to estimate the contribution of PWM score (*f*_*i*_), distance to TSS (*d*_*i*_), conservation level (*c*_*i*_), and DNase I tag (*n*_*i*_) to the probability of motif binding (*P(b*_*i*_ *=* 1)), as shown in Fig. 3b

**Table 1:** Bayesian Network Model Parameters

	Normalized value	Type	Range
PWM score (*f*_*i*_)	(Fimo_Score_*i*_-10)/10	Continuous	(0, 1)
Distance to TSS (*d*_*i*_)	1/(1+TSS_dist_*i*_/1000)	Continuous	(0, 1)
Conservation (*c*_*i*_)	PhastCon Score in placenta	Continuous	(0, 1)
TF binding (*b*_*i*_)	Hidden	Binary	0, 1
DNase I tag (*n*_*i*_)	DNase-seq read # in 200 bp upstream or downstream from the motif	Continuous	(0, +)

.

The contribution of PWM score (*f*_*i*_), distance to TSS (*d*_*i*_) and conservation levels (*c*_*i*_) to TF binding probability (*y*_*i*_ = *P(b*_*i*_ = 1)) is modeled by logistic regression:

$$\log \left( {\frac{{y_i}}{{1 - y_i}}} \right) = \beta _0 + \beta _1 \times f_i + \beta _2 \times d_i + \beta _3 \times c_i$$

The TF binding probability (*y*_*i*_ *=* *P(b*_*i*_=1)) is correlated with the chromatin accessibility, which is measured as the number of DNase-seq tags around the motif (*n*_*i*_). The distribution is modeled by the negative binomial distribution:

$$\begin{array}{l}P\left( {n_i{\mathrm{|}}b_i = 0} \right) = {\mathrm{Negative}}\;{\mathrm{Binomial}}\left( {n_i{\mathrm{|}}K_0,r_0} \right)\\ = \frac{{\left( {n_i + K_0 - 1} \right)!}}{{n_i!\left( {K_0 - 1} \right)!}}(1 - r_0)^{K_0}r_0^{n_i}\end{array}$$

$$\begin{array}{l}P\left( {n_i{\mathrm{|}}b_i = 1} \right) = {\mathrm{Negative}}\;{\mathrm{Binomial}}\left( {n_i{\mathrm{|}}K_1,r_1} \right)\\ = \frac{{\left( {n_i + K_1 - 1} \right)!}}{{n_i!\left( {K_1 - 1} \right)!}}(1 - r_1)^{K_1}r_1^{n_i}\end{array}$$

The expectation–maximization (EM) algorithm was used to find maximum likelihood estimates of parameters in the model, including *β*_0_, *β*_1_, *β*_2_, *K*_0_, *r*_0_, *K*_1_, *r*_1_. We randomly picked 10,000 motifs for training to learn the parameters of AccessTF, and applied the parameters to predict the binding status of another randomly picked 10,000 motifs for testing to evaluate the algorithm performance. We set the prior binding status based on the number of DNase I tags around the motif. Motifs with top 5% number of tags were set as bound and others were set as unbound. We tried different prior probabilities and obtained similar predicted posterior binding probabilities after converge. We picked the selected one as it converges quickest to get the parameter of AccessTF on the training set and the prediction performed the best to predict the motif binding status on the testing set.

To examine the performance of the algorithm in predicting the motif status for AP1 and STAT in ER-Src cells, we analyzed ChIP-seq data for AP1 (FOS, JUN and JUNB) and STAT3 factors, respectively. We used MACS^50^ to call ChIP-seq peaks using the following parameters “macs2 callpeak --llocal 1000000 -g 2.7e9”, with the cutoff *P*-value < 10^−8^. The motifs with defined ChIP-seq peaks were considered as true positive, and those not overlapping with ChIP-seq peaks were considered as true negative.

Using the same analyses procedure, we applied AccessTF to predict transcription factor binding sites in K562 cells using DNase-seq data in ENCODE project^34^. ChIP-seq data for transcription factors in K562 cells were used to measure the algorithm performance.

### TFScore

We rank-ordered the candidate factors based on 4 following criteria:

(1) Relative contribution of the motif to general increased chromatin accessibility during the cell transformation. If the motif occurrence is higher, the corresponding TF is more likely to be important. For each accessible motif identified in AccessTF, we calculated the sum of reads in 200 nt upstream and downstream, normalized it to total number of reads and obtained the read per million (RPM) value to represent its surrounding chromatin accessibility in a sample. For each PWM, we calculated the sum of fold changes at 6 h and 24 h after Tamoxifen treatment relative to 0 h to represent its contribution to increased chromatin accessibility, using the following scoring definition. The regulation at 6 h: +0 (<= 600), +1 (601–1000); +2 (1001–1500); +3 (1501–3000); +4 (3001–5000); +5 (>5001). The regulation at 24 h: +0 (<=2000), + 1 (2001–4000); +2 (1001–1500); +3 (1501–3000); +4 (3001–5000); +5 (>5001).

(2) Relative enrichment of motifs in promoter/enhancer regions of differentially expressed gene clusters. A factor is more likely to be important, if the motif enrichment is higher. For each PWM, we assigned the accessible motifs to the nearest closest expressed gene with the distance between the motif and TSS smaller than 100 kb. We also associated the motif and gene if the distance is within 20 kb. We used the Fisher Exact test to check the enrichment of the motifs in differentially expressed gene clusters (Fig. 1b) as compared to expressed genes which do not show differential expression. The –log10 (*P*-value) was used to indicate the relative enrichment, using the following scoring definition: +0 (< = 8); +1 (8–11); +2 (11–14); +3 (14–17); +4 (17–20); +5 (>20).

(3) If a transcription factor is significantly up-regulated over 1.5 fold, we added scoring +15. An up-regulated factor is likely to be more important

(4) For transcription factors in the same family which have similar binding motifs, we picked a representative PWM and rank-ordered their relative importance based on their expression levels. A factor expressed at a higher levels if more likely to be important. Suppose the highest expression level of genes in a family is *E*, Following is the scoring definition: +5 (=*E*); +3 (*E*/2–*E*); +0 (*E/4–E/2*); −5 (*E*/6–*E*/4); −10 (<= *E*/6).

The final TFScore is the sum of the above four criteria.

### RNA-seq data analyses

Raw reads were aligned to GENCODE^41^ defined transcripts and then human reference genome (hg19) using Tophat^49^ allowing up to 2 mismatches. Only the uniquely mappable reads were used for subsequent gene expression analyses. Gene expression levels were calculated as transcripts per million (TPM) value.

### Gene ontology analyses

The Database for Annotation, Visualization and Integrated Discovery (DAVID)^54^ was used for gene ontology analyses.

### TCGA data analyses

RNA-seq gene expression and genetic annotation data for 1182 breast cancer patients were downloaded from TCGA database^37^. We calculated Spearman’s rank correlation coefficient values between gene pairs among transcription factors and target genes. We also randomly selected expressed genes and calculated Spearman’s correlation as the background distribution. We grouped breast cancer patients based on their genetic subtypes as following: Triple Negative (ER−, PR−, and HER2−), Luminal A (ER+, PR+, and HER2−), Luminal B (ER+, PR+, and HER2+), and HER2+ (ER−, PR−, and HER2+). To calculate the relative expression of a set of transcription factors and target genes, we first median-normalized the log2 gene expression levels across patient samples. And then we took the median normalized values across genes in a gene set to indicate the relative expression level of the gene set in a sample.

### Data availability

All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO series accession numbers GSE100259, GSE100255, GSE100257 and GSE100258. All computational codes are available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: Genome-scale identification of transcription factors that mediate an inflammatory network during breast cellular transformation
**Source:** Nat Commun. 2018 May 25;9:2068. doi: 10.1038/s41467-018-04406-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

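The table gives 1 interval per row in hg19 coordinates, with 1 or 0 in a column for each of 0, 2 and 24 h and with the genes that overlap it, lie near it or are closest to it. The file analysed here holds 1049 intervals with a median length of 39670 bp, from 4581 to 176130 bp. All their ends are ends of H3K27ac peak regions merged over 6 samples, and 710 of the intervals are identical to regions made by stitching those merged regions within the default distance of ROSE, against 280, 552, 565 and 359 at 5, 10, 15 and 20 kb, distances that were tried after the data were seen. At 0 h 1045 of the intervals hold a significant H3K27ac peak of replicate 1 and 1048 a peak of replicate 2. The paper lists 76 of them at 24 h only.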

Description: List of superenhancers identified using H3K27ac ChIP-seq data during cell transformation.

File Name: Supplementary Data 2

Description: List of transcription factors ranked based on TFScores.

File Name: Supplementary Data 3

Description: siRNAs for transcription factors in Figure 5.

File Name: Supplementary Data 4

Description: qPCR Primer sequences for transcription factors in Figure 5.

How the deposited data were processed for this re-analysis (not part of the article)

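Histone ChIP-seq of MCF-10A-ER-Src cells was analysed in 29 samples: 7 of H3K27ac, 7 of H3K4me1, 3 of H3K4me3 and 4 each of H3K36me3, H3K27me3 and H3K9me3. The time points were 0, 2, 12, 24 and 36 h of tamoxifen, of which each mark has a part. Samples were assigned to a mark, a time point and a replicate from their labels and the paper. Where the antibody field of the labels named another mark than the title, the title was followed and the labels' reading was kept beside it. The methods give 1 µM tamoxifen for ChIP.

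The authors aligned reads to hg19 with Bowtie, kept uniquely mappable reads and called peaks in each sample separately, without pooling replicates. For H3K27ac, H3K4me3 and H3K4me1 the deposited MACS2 tables give for each peak the pileup of fragments at its summit, a signal that is not scaled for depth. They also give the fold enrichment, a ratio that the authors obtained with MACS2 as the pileup plus 1 over the local background plus 1 of the same sample. The authors' tables further hold the −log10 p-value and the −log10 q-value of each peak, the former from a Poisson test against the local background. For H3K36me3, H3K27me3 and H3K9me3 the deposited SICER tables give a score per island, which grows with the length and the depth of an island. No control library is named in the methods for these calls. The MACS2 tables reach below the cutoff of the methods, and some of the SICER tables hold scores below 40. Cutoffs of p below 1e-08 and of a score above 40 were applied here to all tables. The methods call the value 40 an E-value, so its use on the score was a choice made here. The SICER tables may therefore already hold only the islands that passed in the paper.

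Everything that follows was computed from these tables. Significant peaks of a mark that share at least 1 bp were merged over its samples. Overlaps between marks were counted from 1 bp. The level of a region in a sample was the highest fold enrichment of its significant peaks, or the summed island score as a share of the summed score over all regions of the sample, and regions with a level in both samples were compared. For the intervals of Supplementary Data 1 the level was the sum of fold enrichment times length over their significant peaks. The local background of a peak was recovered from its pileup and fold enrichment, and its lowest value in a table was used as the depth of the sample, because read numbers are not in the files. It ranged from 0.362 to 2.38 fragments for H3K27ac, from 0.311 to 0.989 for H3K4me3 and from 0.827 to 5.71 for H3K4me1. The depth of the SICER samples is unknown. Shares of regions are given with 95% Wilson intervals, which measure the number of regions and not the variation between cultures.

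Super-enhancers were called after the procedure of ROSE in the 0, 2 and 24 h samples of replicate 2: peaks within its default distance were stitched, ranked by summed fold enrichment, and cut where the slope of the scaled rank curve is 1. Promoters were not excluded. The change between 0 and 2 h of H3K27ac and H3K4me1, the only contrast with 2 samples per group, was tested with limma on median-centred log2 fold enrichment, without and with the replicate number as a block, at a Benjamini-Hochberg adjusted p of 0.05. Groups of 2 are too small to count other splits of the samples. Changes at 12, 24 and 36 h have 1 sample per time point and were not tested. The transcription factors of Supplementary Data 2 were counted in super-enhancers with an exact binomial test against 10%.

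The functions for intervals and super-enhancers were tested on simulated data, where 50 of 50 simulated interval sets were recovered exactly and 50 of 50 simulated super-enhancers were called with 3 other regions. The limma step without the replicate block was tested on simulated regions with 200 changes per mark, in samples that shared no deviation by replicate. In H3K27ac it recovered 85 of 87 log2 changes of 4 and 38 of 113 log2 changes of 2 with 0 false calls, and in H3K4me1 102 of 102 and 96 of 98 with 11 false calls.

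Coordinates are those of the tables. Of the 61 chromosome names in the tables 25 are in the reference given with the data, whose lengths no peak exceeded; 3562 of 1868047 peaks and islands lie on the other names. Gene positions come from the annotation on the same build. The genes named in the text were fixed before the tables arrived: those the paper names with the histone data, the first 50 factors of Supplementary Data 2 where they lie in a super-enhancer, and the 5 intervals with the largest rise and the 5 with the largest fall at 24 h.

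The alternatives were another cutoff (p below 1e-12, a score above 80, or all peaks), merging within 500 bp, regions met by at least 2 samples, an overlap of at least 50%, stitching within 5 or 20 kb, the pileup or −log10 p as the level, centring on the median, and leaving out replicates. They were listed before the tables arrived. After the data were seen, the merge over the 6 H3K27ac samples other than 12 h and the H3K36me3 regions without H3K9me3 were added, because of what the interval ends and the island overlaps showed. The search for the samples behind the interval ends covered all 7 samples, each sample left out in turn and each replicate alone, at each of 3 cutoffs. Other merge distances and promoter exclusions were also tried against the intervals after the data were seen and are not reported. DNase-seq, expression and transcription factor ChIP data were not analysed here.

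Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.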

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

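The intervals of Supplementary Data 1 moved in opposite directions at the late time points of replicate 1 by their summed fold enrichment, which the paper does not report. By that level the median log2 change of H3K27ac over the intervals was −0.133 at 12 h and 0.235 at 36 h, each against 0 h. At 12 h 134 of 1039 intervals were up over 1.5-fold and 254 down, and at 36 h 335 of 1043 were up and 191 down. What flagged them is the opposite sign of the change at the 2 time points, each of which has 1 sample. The difference between the time points was not tested. The SDs of the changes over the intervals were 0.803 and 1.09, larger than both medians.

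The sign at 12 h depended on the level. By the mean fold enrichment of the peaks in the same intervals, 88 were up and 2 down at 12 h with a median log2 change of 0.228, and over all merged H3K27ac regions with a peak at both times the median log2 change of fold enrichment at 12 h was 0.134. Of the levels computed, only the summed fold enrichment fell. The summed pileup over the background, also a sum over the called peaks, rose with a median log2 change of 0.166. The significant peaks covered 50.8 Mb at 12 h and 69.84 Mb at 0 h.

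A technical candidate explanation is a difference in depth, since the background was 2.21 fragments at 0 h, 1.1 at 12 h and 1.59 at 36 h. Its prediction, more intervals up than down at 12 h once the summed pileup is divided by the background, was written after this count had been seen. There were 163 down and 267 up by that level, with a median log2 change of 0.166, and the median at 36 h was 0.458. This step does not show how depth would act, since the mean fold enrichment did not fall at 12 h either. A 12 h sample with unusual peaks is another candidate explanation, given that the interval ends match a merge without this sample. Written before the result, its prediction was a share of 12 h peaks met by another H3K27ac sample below that of every other sample. The share was 97.16%, within the 84.94% to 99.08% of the other samples. It was highest in the sample with the fewest significant peaks, 20341, and lowest in that with the most, 47345. With 33904 peaks at 12 h, the share therefore cannot decide whether its peaks were unusual. A difference in depth and unusual 12 h peaks both remain as explanations, and whether depth sets the length of the called peaks was not tested. A biological difference between 12 and 36 h was not tested separately from them.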

How the results depend on the processing

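The alternatives were listed before the processed files arrived, except those named as added after seeing the data. For 21 results 123 alternative values were computed. A count was taken as unchanged within 1.5 times its main value, a share within its 95% interval, and the count of transcription factors while its test stayed past 0.05. By these limits 65 values were unchanged and 58 changed, and 5 results stayed within them under every alternative. Among them were the merged H3K4me3 regions (13381 to 20726, main 15451) and the merged H3K27me3 regions (22325 to 33258, main 32693). The super-enhancers (1051 to 1944, main 1476) and the top 50 transcription factors in super-enhancers (18 to 23, main 24) also stayed. So did the H3K27ac regions changed at 2 h, at 0 in each fit with 2 samples per group. The 123 values include fits at 2 h that leave 1 sample in a group. No test changed its direction. The balance of super-enhancers with more and with less acetylation was not tested. By summed fold enrichment it did change direction, with more down than up after centring and at 12 h of replicate 1. By summed pileup over the background it did not, with 224 up and 202 down after centring and 267 and 163 at 12 h. By mean fold enrichment there were 50 up and 168 down after centring and 88 and 2 at 12 h.

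The cutoff moved the merged counts of H3K27ac and H3K4me1 most, and the requirement of at least 2 samples moved that of H3K36me3 most. With p below 1e-12 there were 37110 H3K27ac and 58914 H3K4me1 regions, and with all peaks as deposited 148730 and 231806. With scores above 80 there were 29757 H3K36me3 and 24373 H3K9me3 regions. Regions met by at least 2 samples numbered 37118 for H3K27ac, 65016 for H3K4me1 and 27722 for H3K36me3. Without replicate 1 or without replicate 2 the H3K27ac count ranged from 37888 to 59154. Without replicate 1 only the shallower samples are left.

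The share of H3K27ac regions with H3K4me3 was 17.58% with an overlap of at least 50%, 31.51% with p below 1e-12, 27.06% in the 0 h samples, 33.6% in the 24 h samples and 33.91% without replicate 1, where it has 1 value because H3K4me3 has no replicate 1. Without replicate 2 it cannot be computed. The share of H3K4me1 regions without the other marks was 64.83%, 43.09%, 52.6%, 43.21% and 48.89% under the same settings, and 47.82% with the 6 H3K27ac samples other than 12 h (added after seeing the data). A stricter cutoff keeps the stronger peaks, and the larger overlap counts fewer regions as shared.

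Centring on the median changed the shares of regions over 2-fold to 5.49% (H3K27ac), 1.05% (H3K4me3), 0.161% (H3K4me1), 28.1% (H3K36me3) and 12.2% (H3K27me3), since it removes a shift common to all regions. Setting a missing level to the lowest of the sample gave 23.8% (H3K27ac), 4.41% (H3K4me3), 4.23% (H3K4me1), 66% (H3K36me3), 15.8% (H3K27me3) and 14.5% (H3K9me3). The pileup over the background gave 9.05% for H3K27ac and 1.22% for H3K4me3, since it removes the effect of the added 1 in shallow samples. The share of score per island length gave 68.9% for H3K36me3, 2.36% for H3K27me3 and 12.2% for H3K9me3. Centred in addition, it gave 4.34%, 2.36% and 5.67%. All peaks as deposited gave 4.51% (H3K4me3), 2.16% (H3K4me1) and 14.1% (H3K27me3), and p below 1e-12 gave 3.19% (H3K4me3) and 0.351% (H3K4me1). H3K36me3 regions without an H3K9me3 island, added after seeing the data, gave 27.5%.

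In the limma test at 2 h, the fit with the replicate block gave 0 regions for H3K27ac and 0 for H3K4me1, as did the fit without it. Leaving out each sample in turn leaves 1 sample in a group, so only the size of the change is given. The median log2 change of these fits ranged from −0.103 to 0.0263 for H3K27ac and from 0.0237 to 0.0525 for H3K4me1. Each sample was centred on its median before these fits, so the medians are small by construction. They cannot show a shift common to all regions. In the fit of all samples without centring the median was 0.458 for H3K27ac and −0.341 for H3K4me1. Depth limits this test, as the 2 h H3K4me1 samples had 5201 and 14543 significant peaks and only 1988 regions had a peak in all 4 samples.

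The share of super-enhancers present at 0 h was 37.8% with pileup, 26% with −log10 p and 26.2% with p below 1e-12. With regions merged over the 6 samples other than 12 h and stitched for every time point it was 47.8%, and 54.9% with pileup in addition, both added after seeing the data. With this common set each time point had 25869 stitched regions, and whether this raised the share was not tested. With replicate 1 at 0 and 2 h, which had 18717 and 20533 stitched regions, the share was 34.5%. Super-enhancers with acetylation up numbered 191 after centring, 425 with the mean fold enrichment, 134 at 12 h and 335 at 36 h of replicate 1. Those down numbered 224, 9, 254 and 191 in the same settings and 18 with pileup over the background. A sum over peaks grows with the number of peaks called, and the 0 h sample of replicate 2 had the fewest.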

Differences from the paper's values

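The paper's text gives 85% of super-enhancers as present before transformation, and 33.2% were called at 0 h here. None of the alternatives set before the files arrived closed the gap. They ranged from 26% to 37.8%. The alternatives chosen after seeing the values gave 47.8% and 54.9%, and the paper's 85% is more than 1.5 times both.

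In the paper's Supplementary Data 1, 894 intervals are marked at 0 h, and 499 super-enhancers were called here. With replicate 1 in place of replicate 2 the number was 602, within 1.5 times of the paper's; none of the other alternatives set before the files arrived closed the gap. With regions merged over 6 samples the number was 930 by fold enrichment and 663 by pileup, settings chosen after seeing the values, and both fall within 1.5 times of the paper's 894. At 2 h the paper marks 817 intervals and 1268 were called here. The gap closed with stitching within 5 kb (1222) or 20 kb (1215), with pileup (815), with −log10 p (876) and with p below 1e-12 (1096), and did not with all peaks as deposited (1401) or with replicate 1 (1250). The pileup with regions merged over 6 samples, chosen after seeing the values, gave 1022 and also closed it, and the fold enrichment with those regions gave 1494 and did not. The 1222 and 1215 were only just within 1.5 times. At 24 h the paper marks 800 and 1151 were called here, within 1.5 times. Stitching within 5 kb (1251) or 20 kb (1249) and all peaks as deposited (1465) fell outside it. Pileup (879), −log10 p (1142) and p below 1e-12 (1111) stayed within it.

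The paper gives 367 super-enhancers with acetylation up over 1.5-fold and 18 with acetylation down, against 939 and 0 here. For the number up, the mean fold enrichment (425) and 36 h against 0 h in replicate 1 (335) closed the gap, and centring (191), pileup over the background (762), all peaks as deposited (933), the super-enhancers called here (1343) and 12 h in replicate 1 (134) did not. For the number down, pileup over the background (18) closed it, and centring (224), the mean fold enrichment (9), all peaks as deposited (0), the super-enhancers called here (0), 12 h (254) and 36 h (191) in replicate 1 did not. No setting closed both.

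The paper's Fig. 2a, read by eye, gives about 31000 H3K36me3 and about 18000 H3K27me3 peaks, against 48047 and 32693 merged regions here. Scores above 80 (29757 and 22325) and regions met by at least 2 samples (27722 and 24719) closed both gaps. Merging within 500 bp (46604 and 31000) and all peaks as deposited (48047 and 33258) did not.

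Fig. 2f of the paper orders the labelled super-enhancers as HIF1A, ETS2, FOSL2 and MIR21 from the highest level down. Here MIR21, at rank 85, came after HIF1A at rank 15 and before ETS2 at rank 259 and FOSL2 at rank 393. The paper describes histone methylation as largely unchanged, with a narrow distribution for H3K36me3 in Fig. 2c. In the islands at 36 h of replicate 1, 39% of the H3K36me3 regions changed over 2-fold in their share of the score, and 28.1% after centring. By the share of score per island length 68.9% changed, and 4.34% after centring, so the size of this difference depends on the level and on centring. The 36 h sample had 19155 islands against 50843 at 0 h, and a weaker 36 h sample was not told apart from a change of the mark. The paper gives its methylation changes at 24 h, and no 24 h sample of this mark is in the files analysed here.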

Other observations

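The 0 h H3K36me3 sample overlapped H3K9me3 more than later H3K36me3 samples did. The Jaccard index in bp of H3K36me3 islands with the 0 h H3K9me3 islands was 0.34 at 0 h, against 0.13, 0.211 and 0.126 at 2, 12 and 36 h, each without replicates. The share of H3K36me3 island bp inside protein-coding genes was 63.8% at 0 h and 82.6%, 74% and 76.7% later. Of the 0 h H3K36me3 islands, 23111 overlapped a 0 h H3K9me3 island and had 37.1% of their bp in protein-coding genes, and 27732 did not and had 91.4%. A candidate explanation is H3K9me3 signal mixed into the 0 h H3K36me3 sample, for example from the antibody or from another library. Its prediction, written before the result, was that islands with H3K9me3 are met by a 2 h H3K36me3 island less than 50% as often as the others. They were met in 41.5% and the others in 85%, which is just under that limit. At 12 h the shares were 54.1% and 78.5% and at 36 h 26.3% and 39.9%, which are above it, so the prediction held at 2 h, the time point it named, and would not have held at the later ones. Another candidate is that weak islands passed the cutoff, and its prediction, also written before, was a median score of the islands with H3K9me3 below 50% of that of the others. The median score was 98.84 against 90.41, so this prediction failed. A score grows with island length, and the islands with H3K9me3 covered 189.6 Mb in 23111 islands, against 182.7 Mb in 27732. The scores therefore do not rule out weak islands. A loss of H3K36me3 at the islands with H3K9me3 within 2 h of tamoxifen would give the same values and was not told apart from a mixed sample. The overlap with the 0 h H3K27me3 islands was small throughout, with a Jaccard index of 0.0168 at 0 h and 0.00716 at 2 h. The 0 h sample is the reference of every H3K36me3 change, and with regions free of H3K9me3 islands the share changed over 2-fold at 36 h was 27.5% in place of 39%.

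The antibody field of the labels, which differs from the titles for H3K36me3 and H3K9me3, was weighed against the islands. If the samples titled H3K36me3 held H3K27me3, their 0 h islands should overlap the 0 h H3K27me3 islands as much as the 0 h and 2 h H3K27me3 islands overlap each other, with a Jaccard index of 0.668. It was 0.0168. If the samples titled H3K9me3 held H3K4me3, their 0 h islands should meet a larger share of the merged H3K4me3 regions than 0 h H3K27ac peaks, which met 46.2%. They met 2.98%. Both predictions were written after related overlaps had been seen. No biological explanation was tested for this pattern.

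The rise of H3K27ac at 24 h in replicate 2 depends on how depth is handled. The median log2 change of fold enrichment over 14814 regions was 0.716. The 0 h background was 0.362 fragments and the 24 h background 0.767. When the 24 h pileup and background were scaled to the 0 h background, the fold enrichment of the 24 h peaks dropped by a median of 0.579 on the log2 scale, 80.9% of the rise, and a median of 0.166 was left. After scaling, 4.33% of the regions were up over 2-fold and 1.09% down. The prediction for a difference in depth, a drop of at least 75% of the rise, was written after the change by pileup had been seen. If a weak 0 h sample of replicate 2 were behind the rise, the rise should vanish against the 0 h sample of replicate 1. The median log2 change against that sample was 0.599. This comparison also holds the difference between the replicates, which had a median of 0.393 at 2 h. It therefore cannot exclude a weak 0 h sample. A rise with transformation should also appear in replicate 1, where the lower of the 2 medians at 36 h, by fold enrichment and by pileup over the background, was 0.328. These 2 predictions were written after the results had been seen. A difference in depth, a weak 0 h sample and a rise with transformation all remain. The larger part of the size of the rise at 24 h cannot be told apart from depth.

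Across the intervals of Supplementary Data 1 the changes in the replicates were related. The log2 changes at 24 h in replicate 2 and at 36 h in replicate 1 had a Spearman rho of 0.536 over 1042 intervals by summed fold enrichment, 0.566 by summed pileup over the background and 0.328 by mean fold enrichment. Against the changes at 12 h in replicate 1, those at 24 h in replicate 2 had a lower rho of 0.371, 0.396 and 0.111 by the same levels. The changes at 2 h in the replicates had a Spearman rho of 0.233 over 1041 intervals by summed fold enrichment. This relation is across intervals within pairs of samples, intervals are not independent replicates, and the prediction of a rho above 0.5 was written after the result was seen. It is consistent with a change of the same super-enhancers in both replicates, as far as a rho of 0.536 goes. Interval length or peak number as a shared source was not tested.

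H3K4me1 had its fewest significant peaks at 2 h in both replicates, 5201 and 14543. Over the 7 H3K4me1 samples the number of significant peaks rose with the background coverage, with Spearman rho 0.929 (exact permutation p = 0.00675, adjusted 0.0135) and Pearson r 0.848 on log10 values (exact permutation p = 0.0149, adjusted 0.0198). Without the 2 samples farthest from the median background, r was 0.811. For the 7 H3K27ac samples rho was 0.857 (exact permutation p = 0.0238, adjusted 0.0238) and r 0.964 (exact permutation p = 0.00159, adjusted 0.00635), and r was 0.944 without the 2 farthest samples. These 4 relations were adjusted together. The replicates hold 4 and 3 samples, too few to repeat the relation within each. The prediction was written after the result was seen. The low number at 2 h may be a matter of depth, and a loss of H3K4me1 at 2 h was not told apart from it.

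Some super-enhancers of Supplementary Data 1 carry signal of every mark. There were 26 intervals with significant peaks or islands of all 6 marks, and 15 intervals had a peak in each of the 29 samples. A candidate explanation is reads from repeated sequence near centromeres, for which a prediction was written before the result. The median distance of the 26 intervals to the longest assembly gap of their chromosome was 2.45 Mb, against 38.5 Mb for the others, which is in line with it. The interval nearest to such a gap, at chromosome 1 from 121478453 to 121485434 in hg19, has 0 bp between its end and the gap and a peak in all 29 samples. Among the 5 intervals with the largest fall of H3K27ac at 24 h, those near ROCK1 and ANKRD26P1 lie 17 and 24 bp from such a gap and also have peaks in all 29 samples. No biological explanation was tested.

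In the 36 h H3K27ac sample, whose super-enhancers the paper does not report, 636 super-enhancers were called and 24 of them overlapped neither a call of another sample nor Supplementary Data 1. The 0 h samples had 54 such calls in replicate 1 and 2 in replicate 2, the 2 h samples 237 and 114, the 12 h sample 30 and the 24 h sample 81. A prediction written before the result was that, if the calls reflect the spread between samples, the 0 h sample of replicate 1 would have at least as many as the 36 h sample of that replicate. It had 54 against 24. The 0 h sample of replicate 2, with 2, had fewer, so the number at 36 h lies between those of the 0 h samples.

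The top 50 factors were also compared with the rest of Supplementary Data 2. Of the other 194 factors 50, or 25.8%, were listed in super-enhancers, against 24 of the top 50 (odds ratio 2.66, Fisher's exact test p = 3.28e-03). The share among the other factors is above the 10% that the paper states for protein-coding genes, so the excess of the top 50 is smaller against other factors than against all genes.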
